# Identification of microRNAs and relative target genes in *Moringa oleifera* leaf and callus

**DOI:** 10.1038/s41598-019-51100-4

**Published:** 2019-10-22

**Authors:** Stefano Pirrò, Ivana Matic, Arianna Guidi, Letizia Zanella, Angelo Gismondi, Rosella Cicconi, Roberta Bernardini, Vittorio Colizzi, Antonella Canini, Maurizio Mattei, Andrea Galgani

**Keywords:** Epigenetics analysis, Gene regulatory networks, High-throughput screening, Plant genetics, Plant molecular biology

## Abstract

MicroRNAs, a class of small, non-coding RNAs, play important roles in plant growth, development and stress response by negatively regulating gene expression. *Moringa oleifera* Lam. plant has many medical and nutritional uses; however, little attention has been dedicated to its potential for the bio production of active compounds. In this study, 431 conserved and 392 novel microRNA families were identified and 9 novel small RNA libraries constructed from leaf, and cold stress treated callus, using high-throughput sequencing technology. Based on the *M. oleifera* genome, the microRNA repertoire of the seed was re-evaluated. qRT-PCR analysis confirmed the expression pattern of 11 conserved microRNAs in all groups. MicroRNA159 was found to be the most abundant conserved microRNA in leaf and callus, while microRNA393 was most abundantly expressed in the seed. The majority of predicted microRNA target genes were transcriptional factors involved in plant reproduction, growth/development and abiotic/biotic stress response. In conclusion, this is the first comprehensive analysis of microRNAs in *M. oleifera* leaf and callus which represents an important addition to the existing *M. oleifera* seed microRNA database and allows for possible exploitation of plant microRNAs induced with abiotic stress, as a tool for bio-enrichment with pharmacologically important phytochemicals.

## Introduction

*Moringa oleifera* Lam. is an arboreal medicinal plant of Moringaceae family, popularly called the “miracle tree”, widely distributed in the subtropical belt^1^. Leaves, fruits, flowers and seeds of this plant are used as highly nutritious foods in many countries, particularly in India and Africa^2^. It has been reported that the leaves of *M. oleifera* constitute a source of β-carotene, proteins, vitamin C, calcium, potassium, and may act as a source of antioxidants. Several experiments have demonstrated the ability of *M. oleifera* leaves to protect the body and the cells from oxidative stress linked to cancer and degenerative diseases^3^. Furthermore, *M. oleifera* is rich in anti-inflammatory molecules, effective in immune protection, thanks to the presence of quercetin and caffeoylquinic acid^1,4^. Authoritative studies have shown that *M. oleifera* contains 46 antioxidants and 36 anti-inflammatory molecules, in addition to the omega-3-6-9 fatty acids^4,5^.

Recently, plant tissue and cell suspension cultures have been investigated by biotechnological methods in order to provide a promising bioproduction platform for desired natural products. Medicinal plant *in vitro* culture consists of free cells or small groups of cells obtained from medicinal plant callus cultured in a liquid medium. This suspension can produce a massive standardized yield of secondary metabolites for pharmaceutical use, independently from geographical, environmental and seasonal factors^6–9^.

MicroRNAs (miRNAs) are small (21–24 nucleotides), non-coding RNAs that modulate gene expression in eukaryotes. Inside the nucleus, miRNAs are transcribed by RNA polymerase II as precursor RNAs, known as primary miRNAs (pri-miRNAs)^10^. Subsequently, they are processed by DICER-LIKE 1 (DCL1) protein to release the pre-miRNAs. DCL1 also carries out the subsequent cleavage of pre-miRNAs, upon which the miRNA/ miRNA* duplex is released and subsequently methylated at the 3′ terminus by Hua Enhancer 1 (HEN1). Further on, it is exported to the cytoplasm, by the plant exportin protein HASTY^10,11^. In the cytoplasm, miRNA/miRNA* duplex is separated and the guide strand is loaded into the RNA-induced silencing complex (RISC) through binding with Argonaute (AGO) proteins. This fully assembled RISC, which includes additional proteins such as Heat Shock Protein 90 (Hsp90), binds to the target transcript through sequence complementarity with its mature miRNA strand, to further direct either mRNA cleavage or translational inhibition^12,13^.

MiRNAs are well-known for their role in regulating various plants processes under biotic and abiotic stresses. Many studies have confirmed that abiotic stress conditions can induce an enormous production of miRNAs in plants^14,15^. In recent years, high-throughput sequencing and computational approaches have been used for identifying a large number of stress-related miRNAs. For example, in a study of Zhang *et al*.^16^, high-throughput sequencing analyses revealed cold stress-induced upregulation of 31 miRNAs in tea (*Camellia sinesis* (L.) Kuntze) plants. Similarly, Cao *et al*.^17^ studied the chilling stress response in wild tomato (*Solanum habrochaites*) and found that 192 miRNAs showed increased expression. Recently, Yang *et al*. found a different regulation of 84 miRNAs under low temperature stress in *Solanum aculeatissimum*^18^, while Zhou M. and Tang W. have reported that overexpression of rice miRNA156 (osa-miR156) results in increased cell viability and growth rate under cold stress in *Arabidopsis*, pine, and rice^19^. In our previous study, conserved and novel miRNAs in *M. oleifera* seeds were identified using Illumina platform technologies^20^. However, results produced by our bioinformatics pipeline could have been inaccurate because of the unavailability of genome data at the time. Furthermore, there is no report on *M. oleifera* miRNAs response to cold stress. This study aims to identify the differential expression of conserved and novel miRNAs and their target genes in *M. oleifera* leaf, callus and cold stress treated callus by high-throughput small RNA sequencing. In addition, the miRNA repertoire of *M. oleifera* seed was re-evaluated in view of the recently published *M. oleifera* genome assembly^21^.

## Methods

### Callus production and cold stress treatment

*M. oleifera* seeds were deprived of their external envelope and sterilized by 1 min immersion in 70% ethanol. They were subsequently washed with sterile distilled water and soaked for 10 min in a 2.5% sodium hypochlorite solution with the addiction of one drop of Tween 20. After 3–4 washes with sterile distilled water, seeds were ready to be sown in magenta boxes filled with medium containing full strength Murashige and Skoog (MS) basal medium (pH 5.8)^22^, 3% sucrose and 0.6% agar, previously sterilized by autoclaving at 121 °C for 20 min. Seed cultures were maintained in a growth chamber in a 16/8 h light/dark cycle at 22 °C.

Leaves from one-month old *Moringa* plants were sliced in uniformed pieces of 0.5 cm^2^ in size. These pieces were placed with the abaxial page in contact with the substrate in magenta boxes filled with medium described above, supplemented with 0.5 mg/L of 2,4-dichlorophenoxyacetic acid. The culture was maintained in dark, in a growth chamber at 22 °C. Cold stress was applied to one-month old callus culture through the cultivation at 4 °C for 7 days. After the stress treatments, callus was reduced to powder using liquid nitrogen, pestle and mortar, and stored at −80 °C for subsequent analysis.

### Small RNA sequencing

Next generation sequencing experiments, comprising samples quality control, were performed by Genomix4life S.R.L. (Baronissi, Salerno, Italy). Indexed libraries were prepared from 1 μg of purified RNA with TruSeq SmallRNA Sample Prep Kit (Illumina, CA, USA) according to the manufacturer’s instructions. Libraries were quantified using the Agilent 4200 TapeStation (Agilent Technologies, CA, USA) and pooled to ensure that each index-tagged sample was present in equimolar amounts, with final concentration of 2 nM each. The pooled samples were subject to cluster generation and sequencing using an Illumina NextSeq. 500 System (Illumina, CA, USA) in a 1 × 75 single read format at a final concentration of 3 pmol.

### Pre-processing of sequencing data

Generated raw sequence files underwent quality control analyses using FastQC^23^. Adapter sequences were trimmed using Cutadapt^24^ with default parameters. The preprocessing tools included in the miRDeep2^25^ suite of analysis were used for converting files in FASTA format, discarding reads shorter than 18 nt and collapsing the duplicates.

### Prediction of high-confidence and novel miRNAs

mirDeep2^25^ was used to predict mature, star and precursor sequences for well-annotated and novel miRNAs. Additionally, the secondary structure, as well as a detailed aligned report, is produced for each predicted miRNA. In the analysis, the *M. oleifera* genome assembled by Tian *et al*.^21^ and *Arabidopsis thaliana* (L.) Heynh. miRNAs precursors list were used as references.

### Prediction of low-confidence miRNAs

Blast alignment^26^ (blastn version 2.6.0) respect to all plant-related, mature miRNAs annotated in miRBase^27^ (release 21), was performed with the following parameters: -*task blastn-short*, -*perc_identity* 80, -*word_size* 15 and -*evalue 1e*^*−*3^. Identified matches were named according to the most abundant miRNA isoform highlighted in the comparison.

### Evaluation of the conservation rate for low-confidence miRNAs, across all plant species

In a wide evolutionary context, known and low-confidence miRNAs from *M. oleifera* were compared with the whole plant-specific miRBase^27^ [including 4 Coniferophyta (*Cunninghamia lanceolata* (Lamb.) Hook., *Pinus taeda* L., *Pinus densata* Mast., *Picea abies* (L.) H.Karst.), 1 Bryophyta (*Physcomitrella patens* (Hedw.) Bruch & Schimp.) 1 Lycopodiophyta (*Selaginella moellendorffii* Hieron.) 1 ancestral Magnoliophyta (*Amborella trichopoda* Baill.), 50 Magnoliophyta dicotyledons (including species of Asteraceae, Brassicaceae, Caricaceae, Cucurbitaceae, Euphorbiaceae, Fabaceae, Lamiales, Linaceae, Malvaceae, Ranuncolaceae, Rhizophoraceae, Rosaceae, Rutaceae, Salicaceae, Solanaceae, Vitaceae family) and 12 Magnoliophyta monocotyledons (*Aegilops tauschii* Coss., *Brachypodium distachyon* (L.) Beauv., *Elaeis guineensis* Jacq., *Festuca arundinacea* Schreb., *Hordeum vulgare* L., *Oryza sativa* L., *Saccharum officinarum* L., *Saccharum* sp. L., *Sorghum bicolor* L. Moench, *Triticum aestivum* L., *Triticum turgidum* subsp. durum (Desf.) Husn., *Zea mays* L.) in order to compute the conservation frequency.

The conservation rate for a selected miRNA (c_i_) is mathematically defined as:

$${c}_{i}=\,\mathop{\sum }\limits_{n=0}^{k}[sequenc{e}_{i}=sequenc{e}_{n}]$$

where k = number of known plant-related miRNAs stored in miRBase^27^

### Prediction of miRNA targets

In order to predict the putative genes regulated by miRNAs identified in our samples, we took advantage of psRNATarget^28^. The cDNA library used is the TAIR v10 of *A. thaliana*, while the scoring scheme follows the V2, released in 2017 by the authors.

### Gene Ontology (GO) enrichment analysis

To better understand the biological functions underlying target genes, we performed enrichment analyses on the three categories of GO (biological processes, molecular functions, cellular compartments). GO annotation of the predicted targets was performed by uploading the list of highlighted genes in the PANTHER classification system^29^.

### Experimental validation of miRNAs using quantitative real-time PCR analysis

Total RNA was extracted from *M. oleifera* leaves, callus and cold stress treated callus using the NucleoSpin miRNA kit (Macherey-Nagel GmbH&Co., Germany), according to the manufacturer’s protocol. Quality and quantity of the total RNA were evaluated by Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA) and by spectrophotometry (NanoDrop 2000, ThermoFischer Scientific, USA), respectively.

cDNA synthesis was performed with a miScript II RT Kit (Qiagen, USA) from 50 ng of sample. A quantitative real-time PCR analysis of mol-miR159a, mol-miR167a, mol-miR168a, mol-miR156a, mol-miR395a, mol-miR162a, mol-miR166i, mol-miR160h, mol-miR398b, mol-miR396a was performed using miScript SYBR Green PCR Kit according to the manufacturer’s protocol (Qiagen, USA) and the reaction was performed using a Rotor-Gene Q (Qiagen, USA) machine. The amplification conditions were: activation/denaturation at 95 °C for 10 min followed by 40 cycles of denaturation at 94 °C for 10 sec, annealing at 60 °C for 30 sec and extension at 70 °C for 30 sec. All reactions were performed in triplicate for each sample and 5S rRNA was used as the internal control gene. Relative expression levels of miRNAs were quantified by using the 2^−ΔΔCt^ method as widely described in our previous work^30^.

## Results

### Construction and sequencing of small RNA libraries

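Leaf, untreated callus (NTC) and callus kept in the cold (TC) were each represented by 3 replicate libraries. Callus was 1 month old, and the cold treatment was 4 °C for 7 days. For each library the authors deposited the number of reads of every predicted miRNA isoform, as raw counts that were not normalized. The lists hold 823 isoforms, of which 131 are high-confidence, 300 are low-confidence and 392 are mol-miR-n miRNAs, the name given to predictions without a known family. High-confidence and mol-miR-n counts came from miRDeep2, and low-confidence counts from reads matched by Blast to plant miRNAs. Many isoforms share reads: 105 mature sequences are listed as more than 1 isoform, which covers 345 isoforms. The 516 miRDeep2 isoforms with a precursor fall on 304 hairpins, where precursors with at least 30 shared bases were taken as 1 hairpin. For comparisons between conditions, each mature sequence was therefore counted once, with the highest count among its isoforms in each library, and counts were normalized with the TMM method of edgeR and are given as CPM (edgeR's scale for normalized counts). Normalized counts use factors from all 9 libraries, while each comparison uses factors from its own 6, so a log2 fold change can differ from the ratio of the normalized means.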

To identify *M. oleifera* miRNAs, total RNA was extracted from leaf, callus (Non Treated Callus; NTC) and cold stress treated callus (Treated Callus; TC) in order to construct nine small RNA libraries. Next, the libraries were sequenced using Illumina NextSeq. 500 System sequencing platform (Illumina, CA, USA) and analysed by bioinformatics approach. A total number of 71,900,401 raw reads was obtained from leaf (3 replicates): 72,962,350 from NTC (3 replicates) and 69,876,775 from TC (3 replicates). 

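Total miRNA counts per library ranged from 275894 to 1206797 in NTC, from 299249 to 550261 in TC and from 1155796 to 10632477 in leaf. Counts of high- and low-confidence miRNAs together ranged from 160338 to 201759 in NTC, from 219619 to 323562 in TC and from 142206 to 1094211 in leaf. The remainder belonged to mol-miR-n miRNAs, which held 97.2% of the counts in leaf replicate 1 (95% Wilson interval 97.16 to 97.18), 98.7% in leaf replicate 2 (98.66 to 98.67) and 5.33% in leaf replicate 3 (5.29 to 5.37). A group of 18 mol-miR-n isoforms whose sequences contain GGTGGACTGCTCGAGCTGC held 91.6% of the counts in leaf replicate 1 (91.6 to 91.7) and 97.3% in leaf replicate 2 (97.30 to 97.32). Their share in NTC was 79.2% in replicate 1 (79.1 to 79.3), 10.3% in replicate 2 (10.2 to 10.4) and 41.1% in replicate 3 (40.9 to 41.2). No such counts were found in leaf replicate 3, where the depth could show a share of 0.00026% (3 counts of the total). In TC the share was 2.75% in replicate 3 (2.71 to 2.80), and none was found in replicates 1 and 2, where the smallest detectable shares were 0.0010% and 0.00084%. Intervals and floors cover counting error only. They treat reads listed under several isoforms as separate counts. With each sequence counted once, the group held 78.4% in leaf replicate 1 and 85.5% in leaf replicate 2. In the NTC replicates it held 68.9%, 11.3% and 46.3%, and in TC replicate 3 it held 3.10%. The correlation of log2 counts of known sequences between replicates lay between 0.877 and 0.97. Over all sequences, mol-miR-n miRNAs included, it lay between 0.595 (leaf replicates 1 and 3) and 0.923 (TC replicates 1 and 2).

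**Figure D1:**
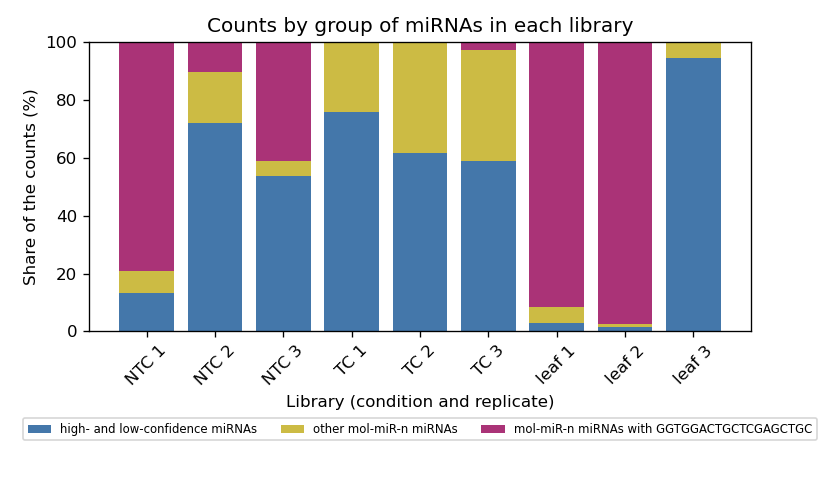
Share of the counts (%) in each of the 9 libraries that belongs to high- and low-confidence miRNAs, to mol-miR-n miRNAs with the sequence GGTGGACTGCTCGAGCTGC and to other mol-miR-n miRNAs. The sequence takes 97.3% of the counts in leaf replicate 2 and 0% in leaf replicate 3.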

After removing the adaptors, low quality reads and contaminants, 63,698,781 clean reads from leaf, 71,445,523 from NTC and 68,889,789 from TC were obtained. As already reported in our previous work^20^ the number of raw reads for seed tissue before and after cleaning process, was 31,290,964 and 22,737,895 - respectively. The clean and unique reads were subsequently subjected to size distribution analysis as shown in Fig. 1. The filtering analysis reported the length of clean and unique reads of small RNAs to be between 21 to 24 nucleotides (nt). The 24 nt was the most abundant size in seed and leaf (23% and 8.7%, respectively) followed by 21, 23 and 22 nt in size. In both NTC and TC, the most frequent small RNAs were 24 nt in length (8% and 12%, respectively), followed by small RNAs of 23, 21 and 22 nt in length, in TC and of 21, 22 and 23 nt in length in NTC.

**Figure 1:**
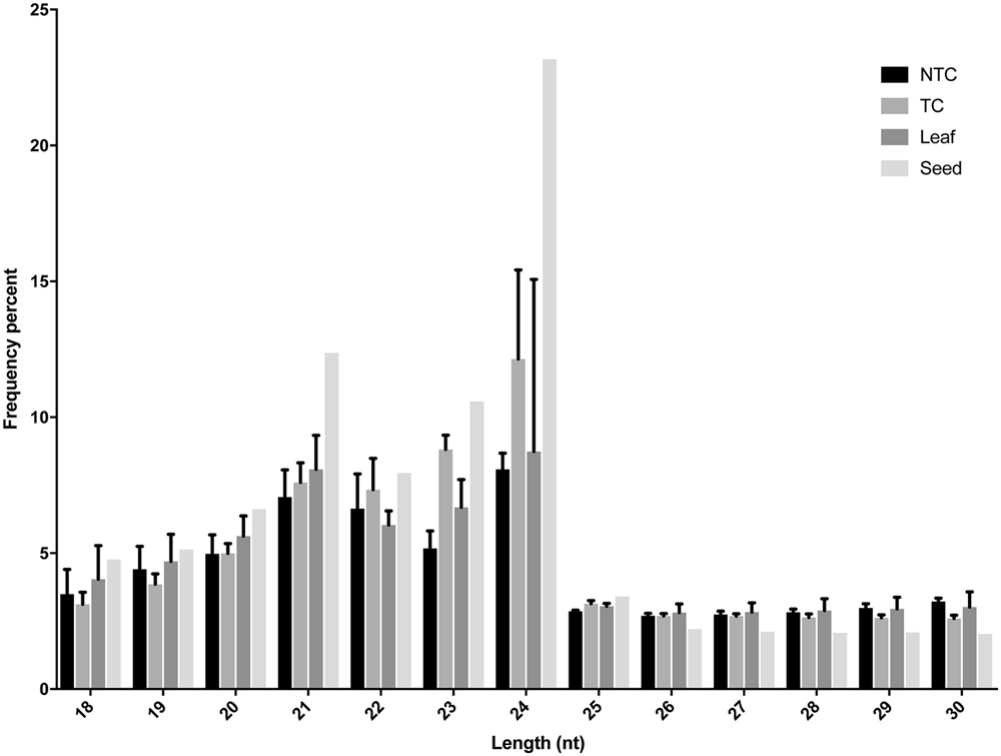
The length distribution of the clean and unique reads from leaf, seed and callus of *M.oleifera*. NTC: Non Treated Callus. TC: Treated Callus.

### Known miRNAs in M. oleifera

As for the length distribution of mature miRNAs is concerned (high and low confidence miRNAs), 21 nt is the most frequent class with the majority reads in all samples, followed by 20, 22, 19 and 18 nt. The majority of miRNAs from leaf belongs to 21 nt category (61%, 2.9*10^5 total number of reads). 

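Among high- and low-confidence isoforms with counts in at least 2 of the 3 leaf replicates, 61.2% were 21 nt long. Their counts summed to 292858 ± 195993 per library (SD, n = 3). Weighted by counts, 21 nt isoforms made up 93.2% ± 2.96 of the leaf counts (SD, n = 3). The share of isoforms moved most with detection in all 3 replicates, to 57.4%. Leaf counts of 21 nt isoforms were 480840 with detection in at least 1 replicate, 226878 with detection in all 3 and 376716 with each mature sequence counted once. The paper's value in its Discussion is 460000.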

The abundance of reads supporting this length is notably higher also in seed (55.1%) with a great number of reads (3.2*10^5). NTC and TC presented a highly frequent 21 nt miRNAs size (63.8% and 61.7%, respectively) with a high number of reads (1.3*10^5 and 1.2*10^5, respectively) (Fig. 2A).

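In NTC, 63.3% of the detected isoforms were 21 nt long, with 140924 ± 20872 counts per library (SD, n = 3). The TC values were 61.1% and 95940 ± 1730 counts (SD, n = 3). Isoforms were counted when present in at least 2 of 3 replicates, and the TC counts depended on that choice: they were 234700 with 1 replicate required and 207458 with each mature sequence counted once. By counts, the 21 nt class held 82.9% ± 0.897 in NTC and 90.0% ± 3.36 in TC (SD, n = 3 each).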

**Figure 2:**
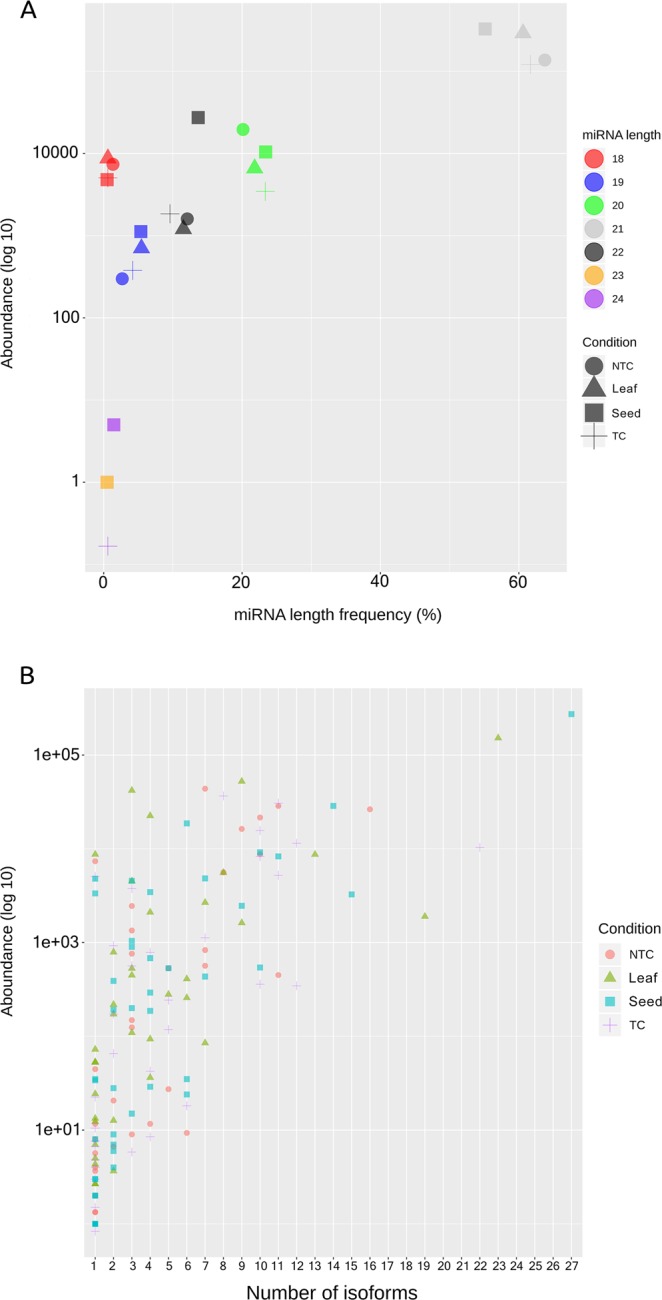
Size distribution vs abundance (**A**) and Number of isoforms vs abundance (**B**) in all the smallRNA libraries. The analysis was performed considering high and low confidence conserved smallRNAs in accordance for all experimental conditions. NTC: Non Treated Callus. TC: Treated Callus.

All the predictions obtained by the analysis with mirDeep2 software^25^ were classified as high-confidence. Table 1 shows the most abundant high-confidence miRNAs (over 100 reads) in all experimental conditions. For each of them, a detailed set of sequence (mature, star, precursor) and structural information is reported in Supplementary Table 1. 

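The isoform mol-miR398c_1 (TGTGTTCTCAGGTCGCCCCTG, scaffold 4) had 36164, 49959 and 44661 counts in the NTC replicates, with a mean of 43595 ± 6959 (SD, n = 3). It was present in all 3 replicates, and leaving out 1 replicate at a time kept it first among high-confidence isoforms.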

As for the expression of high-confidence miRNA isoforms, the most abundant in NTC is mol-miR398c_1 with 4.3*10^4 reads (mean value of triplicate). In TC, mol-miR398c_3 is the most frequent isoform with 3.1*10^4 reads (mean value of triplicate) while in leaf and seed, mol-miR166u_5 and mol-miR166u_2 with 1.6*10^5 and 1.3*10^5 reads (mean value of triplicate), respectively, are the most abundantly expressed isoforms (Supplementary Table 1).

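In TC, mol-miR398c_3 had 95245 counts in replicate 3 and none in replicates 1 and 2, so that its mean was 31748 ± 54990 (SD, n = 3). The other replicates list the same mature sequence from the same hairpin as mol-miR398c_1 (88092 counts in replicate 1) and mol-miR398c_2 (83125 counts in replicate 2). Counted once, the sequence had 88821 ± 6093 counts in TC (SD, n = 3). By the median of the replicates, the first high-confidence isoform in TC was mol-miR397a_1 with 17548 counts. Normalized, the sequence had 90510 ± 8919 in NTC and 114740 ± 20792 in TC (SD, n = 3 each), a log2 ratio of 0.34 between the means. With factors from the 6 callus libraries alone, edgeR gave a log2 fold change of 0.68 (standard error 0.23, adjusted p = 0.131 from the quasi-likelihood test) that turned to -0.0425 with all 9 samples in the model. For the sequence, 3 of 17 alternatives were past the threshold, and with each replicate left out in turn 1 of 6 models was. For the mol-miR398 family the log2 fold change was 0.66 (standard error 0.14, adjusted p = 0.0341), but 12 of 17 alternatives were not past the threshold. With each replicate left out in turn, 1 of 6 models was. Under the replicate block, with pairing taken from the labels, the adjusted p was 0.246 for the sequence and 0.191 for the family, at a same-number correlation of -0.266. In leaf, mol-miR166u_5 (TCTCGGACCAGGCTTCATTCC) had 489032 counts in replicate 3 and none in the other two, for a mean of 163011 ± 282343 (SD, n = 3). The same sequence was listed as mol-miR166u_3 in leaf replicates 1 and 2, with 83030 and 35927 counts, and its mean as a sequence was 202663 ± 249119 (SD, n = 3).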

**Table 1:** Summary of the most abundantly expressed miRNAs in different experimental conditions. Data are reported as the sum of identical mature sequence isoforms. NTC: Non Treated Callus. TC: Treated Callus.

miRNA family	miRNA name	Sequence	Read Counts			
			NTC	TC	LEAF	SEED
**High confidence miRNAs**						
156	156f^*1,2,4*^	TGACAGAAGAGAGTGAGCAC	399	693	589	2,427
	156f^3^	TGACAGAAGAGAGTGAGCA	0	0	331	0
	156t^1*-3*^	TTGACAGAAGAAAGAGAGCAC	0	0	99	126
157	157a^1*-8*^	TTGACAGAAGATAGAGAGCAC	1,797	674	64,679	1,044
160	160h^*1-5*^	TGCCTGGCTCCCTGTATGCCA	43	26	446	0
162	162a^*1-4*^	TCGATAAACCTCTGCATCCAG	206	284	351	176
166	166e^*1-5*^	TCGGACCAGGCTTCATTCCCC	8,026	10,774	55,612	65,352
	166i^*1*,2^	TCGGACCAGGCTTCATTCCCC	8,021	10,752	55,668	65,306
	166u^1*-5*^	TCTCGGACCAGGCTTCATTCC	25,234	24,900	202,663	137,652
167	167d^1*-6*,1*1*^	TGAAGCTGCCAGCATGATCTGA	203	135	297	7,449
	167d^*7-10,12,13*^	TGAAGCTGCCAGCATGATCT	115	199	311	0
	167h^*1-3*^	TGAAGCTGCCAGCATGATCTT	141	124	1,060	18,461
171	171a^*1-9*^	TGATTGAGCCGTGCCAATATC	0	7	7,464	459
319	319 ^*1*^	TTGGACTGAAGGGAGCTCCCT	0	7,082	0	0
	319 ^*2,3*^	TTGGACTGAAGGGAGCTCCC	17,830	10,551	2,543	1,158
	319e^*1*^	TTGGACTGAAGGGAGCTCC	197	376	25	0
	319e^*2*^	TTTGGACTGAAGGGAGCTCCT	0	0	14	983
	319e^*3*,4^	TGGACTGAAGGGAGCTCC	215	0	0	0
	319g^1^	TGGACTGAAGGGAGCTCC	103	0	0	0
390	390a^1*-5*^	AAGCTCAGGAGGGATAGCGCC	4,251	11,710	370	3,471
	390d^*1-4*^	AAGCTCAGGAGGGATAGCGCC	1,336	6,668	114	1,171
393	393a^*1-*2^	TCCAAAGGGATCGCATTGATC	75	101	89	1,301
394	394b^1*-3*^	TTGGCATTCTGTCCACCTCC	21	60	2,102	3,444
395	395a^1^	GTTCCCCTGAGCACTTCACC	0	0	0	257
396	396h^*1*^	TTCCACAGCTTTCTTGAACTG	8,050	12,762	3,256	891
397	397a^*1*,2^	TCATTGAGTGCAGCGTTGATG	20,281	14,614	777	631
398	398c^1*-3*^	TGTGTTCTCAGGTCGCCCCTG	43,595	88,821	22,492	3,343
399	399a^1*,2,5-8*,11,1*2*^	CGCCAAAGGAGAGTTGCCCTT	90	195	130	0
	399a^*3,4*^	CGCCAAAGGAGAGTTGCCCT	0	0	0	290
	399a^*9*,1*0*^	CGCCAAAGGAGAGTTGCCC	0	3	130	0
	399d^*5,7*^	TGCCAAAGGAGAGTTGCCCTT	0	0	12	103
535	535a^1*-3*^	TGACAACGAGAGAGAGCACGC	65	310	853	389
	535a^*4*^	GTGCTCTCTATCGTTGTCA	0	0	122	0
827	827 ^1^	TTAGATGACCATCAACAAACG	735	1047	12	27
**Low confidence miRNAs**						
156	156^1^	TTGACAGAAGATAGAGAGC	12	12	121	8
	156a^*2*^	TGACAGAAGAGAGTGAGCAC	0	0	104	0
	156c^1^	TTGACAGAAGAAAGAGAGCAC	22	18	0	473
	156e^1^	TTGACAGAAGAGAGTGAGCAC	117	139	350	87
	156g-3p^*2*^	GCTCTCTATTCTTCTGTCATC	0	0	122	0
	156z^1^	TGACAGAAGATAGAGAGCAC	7	4	755	14
159	159^1^	TTTGGATTGAAGGGAGCTCTA	27,752	31,510	51,769	9,022
	159b-3p^1^	TTTGGATTGAAGGGAGCTCTT	108	143	471	63
	159c-3p^*1*^	CTTGGACTGAAGGGAGCTCCC	737	901	52	22
164	164a^*1*^	TGGAGAAGCAGGGCACGTGCA	7	9	7	180
166	166a^*1*^	TCGGACCAGGCTTCATTCC	84	54	106	666
	166a-5p^*1*^	GGAATGTTGTCTGGCTCGAGG	41	62	23	204
	166b^*1*^	TCGGACCAGGCTTCATTCCC	186	182	143	319
	166d^*1*^	TCGGACCAGGCTTCATTCCCG	58	105	445	554
	166e^*1*^	GGACCAGGCTTCATTCCCC	1	1	4	376
	166e-3p^*1*^	CTCGGACCAGGCTTCATTCCC	32	87	18	1,271
	166m^*1*^	CGGACCAGGCTTCATTCCCC	1	8	6	1,527
	166u^*1*^	TCTCGGACCAGGCTTCATTC	24	19	149	172
167	167-3p^*1*^	AGATCATGTGGCAGTTTCACC	0	0	0	247
	167b^2^	TGAAGCTGCCAGCATGATCTGG	0	2	277	33
	167b^3^	TGAAGCTGCCAGCATGATCTGA	0	0	3	132
	167d^1^	TGAAGCTGCCAGCATGATCTTA	30	33	200	2,237
168	168^1^	TCGCTTGGTGCAGGTCGGGA	34	83	21	139
	168a^1^	TCGCTTGGTGCAGGTCGGGAA	108	235	66	332
171	171-5p^1^	TATTGGCCTGGTTCACTCAGA	1	1	463	64
319	319a^1^	TTGGACTGAAGGGAGCTCCCT	3,480	2,146	101	150
	319a^3^	TTGGACTGAAGGGAGCTCCC	0	2,616	0	0
	319p^1^	TTTTGGACTGAAGGGAGCTCC	2	2	1	166
390	390a-3p^2^	CGCTATCCATCCTGAGTTTCA	0	113	1	27
	390b-5p^1^	AGCTCAGGAGGGATAGCGCC	7	136	9	169
393	393-5p^1^	TTCCAAAGGGATCGCATTGAT	6	8	7	172
	393b^1^	TCCAAAGGGATCGCATTGATCT	324	674	204	9,745
	393b-5p^1^	TTCCAAAGGGATCGCATTGATC	421	705	150	7,445
396	396-5p^1^	TTCCACAGCTTTCTTGAACT	518	892	223	267
	396a-3p^1^	GTTCAATAAAGCTGTGGGAAG	37	124	28	2
	396b^1^	TTCCACAGCTTTCTTGAACTT	106	238	5,033	7,061
	396e-3p^1^	CTCAAGAAAGCTGTGGGAGA	2	4	113	41
397	397b^1^	TCATTGAGTGCAGCGTTGATGT	494	449	14	48
398	398f^1^	GGTGTTCTCAGGTCGCCCCTG	61	103	25	0
403	403^1^	TTAGATTCACGCACAAACTCGT	70	117	123	85
	403a^1^	TTAGATTCACGCACAAACTCG	2,385	4,965	4,403	4,469
408	408^4^	ATGCACTGCCTCTTCCCTGGC	0	2,278	0	171
	408d^1^	TGCACTGCCTCTTCCCTGGC	465	944	198	27
530	530^1^	TCTGCATTTGCACCTGCACCT	4	9	441	893
6300	6300^1^	GTCGTTGTAGTATAGTGG	7,374	2,741	8,719	4,809

A subsequent secondary comparison between the sRNA sequences of ten libraries and known mature miRNA sequences from other plants was performed. The outcome of this analysis generated a total of 300 low-confidence miRNAs that share their mature sequence with miRBase (Release 21)^27^ records. All of them belong to a total of 56 miRNA families (Table 1, Supplementary Table 2). 

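Counts above 0 in at least 1 replicate of the condition were found for 166 low-confidence isoforms of 34 families in NTC, 186 of 35 families in TC and 195 of 39 families in leaf. No counts in the 9 libraries were found for 37 of the 300 low-confidence isoforms.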

In most families, more than one precursor was identified. The most abundant isoforms resulted to be mol-miR159_1 in NTC, TC and leaf with 2.7*10^4; 3.1*10^4 and 5.1*10^4 reads (mean value of triplicate), respectively, and mol-miR393b_1 in seed with 9.7*10^3 reads (mean value of triplicate) (Supplementary Table 2).

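Low-confidence mol-miR159_1 (TTTGGATTGAAGGGAGCTCTA) had 27752 ± 5556 counts in NTC, 31510 ± 4492 in TC and 51769 ± 48664 in leaf (SD, n = 3 each). Leaf replicate 3 alone had 107929 counts against 22021 and 25358 in the others. After TMM normalization at the sequence level, leaf was not past the threshold against NTC (log2 fold change 0.56, standard error 0.57, adjusted p = 0.473 from edgeR's quasi-likelihood test) or against TC (0.84, standard error 0.34, adjusted p = 0.0657). The sign turned under other scalings: with table totals as library size the 2 values were -0.77 and -0.90. Those totals include the sequences with GGTGGACTGCTCGAGCTGC, which held 1570344 of 2003829 counts in leaf replicate 1 and 1343928 of 1571171 in leaf replicate 2. Leaf replicate 3 had none. With known miRNAs only, the value against NTC was -0.22. With the replicate number as a block, taken from the labels, the log2 fold change was 0.51 against NTC (adjusted p = 0.609) and 0.84 against TC, where the adjusted p of 0.04998 was just past the threshold. Against TC, 7 of 17 alternatives were past it. Deviations of same-numbered replicates correlated at 0.0519 between NTC and leaf and 0.0295 between TC and leaf.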

In high and low confidence miRNA families, mol-miR166 showed a higher number of isoforms in seed (27 isoforms, 2.7*10^5 total number of reads), in leaf (23 isoforms, 1.5*10^5 total number of reads) and in TC (22 isoforms, 1.0*10^4 total number of reads), while in NTC, miRNA166 families possessed 16 isoforms with high abundance (2.6*10^4 total number of reads). 

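Detected in at least 2 of 3 replicates, the mol-miR166 family had 18 isoforms in NTC, 20 in TC and 23 in leaf. Isoform counts summed to 30530 ± 15944, 5483 ± 4221 and 152011 ± 93330 (SD, n = 3 each). Because the replicates list the same sequence under different isoforms, sums over distinct sequences were larger in TC: 33726 ± 9448 in NTC, 36245 ± 22774 in TC and 259414 ± 307633 in leaf (SD, n = 3 each). With detection in all 3 replicates, the number of isoforms fell to 11 in NTC and 12 in TC. The log2 fold change of the family was 1.94 for leaf against NTC (standard error 0.62, adjusted p = 0.0586) and 2.16 for leaf against TC (standard error 0.54, adjusted p = 0.0173) from edgeR's quasi-likelihood test. When the replicate number from the labels was a block, the adjusted p values were 0.181 and 0.0163, at same-number correlations of 0.0519 and 0.0295. Of 17 alternatives, 5 brought leaf against NTC past the threshold and 4 took leaf against TC off it.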

Thirty-six percent of miRNA families has only one condition-specific isoform: among these, mol-miR6300 has the higher number of reads in leaf (8,719 reads), callus (7,374 and 5,057 reads in NTC and TC, respectively) and seed (4,809 reads) while mol-miR398 showed high expression only in seed (3,343 reads) (Fig. 2B).

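Of the known families detected in at least 2 of 3 replicates, 33.3% of 33 families in NTC, 33.3% of 33 in TC and 32.4% of 37 in leaf had a single isoform. Among them mol-miR6300 (mol-miR6300_1, GTCGTTGTAGTATAGTGG) had the most counts in each condition. Its counts were 7374 ± 1272 in NTC, 2741 ± 2170 in TC and 8719 ± 3640 in leaf (SD, n = 3 each). The TC replicates had 4933, 2696 and 594 counts.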

As for low-confidence miRNAs, we assessed the correlation between conservation rate and abundance in all experimental conditions. mol-miR159_1 was the most abundantly expressed in *M. oleifera* leaf, NTC and TC (5.1*10^4, 2.7*10^4 and 3.1*10^4 reads respectively) with a low conservation rate among plants (rate 30). 

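Across low-confidence isoforms with counts, Spearman's rho between conservation rate and mean counts was 0.245 in NTC (166 isoforms), 0.162 in TC (186 isoforms) and 0.191 in leaf (195 isoforms). Two-sided permutation tests gave p = 0.00144, 0.0268 and 0.00773, and 0.00432, 0.0268 and 0.0116 after Benjamini-Hochberg adjustment for the 3 conditions. Pearson's r was 0.188, 0.145 and 0.215, with permutation p = 0.016, 0.0461 and 0.0037. These are correlations across isoforms, which are not independent replicates. Restricted to isoforms with a conservation rate above 2, rho in NTC fell to 0.0921 (permutation p = 0.454), the largest move of any setting tried, and was 0.177 in TC (permutation p = 0.114) and 0.18 in leaf (permutation p = 0.0907). By the median of the replicates the adjusted permutation p values were 0.0967, 0.134 and 0.0967. Among the 100 most abundant isoforms rho was 0.173, 0.235 and 0.315, with adjusted permutation p values of 0.0855, 0.0289 and 0.0048. Pearson's r among them was 0.120, 0.210 and 0.138, with adjusted permutation p values of 0.23, 0.103 and 0.23. The isoform mol-miR159_1 has a conservation rate of 30.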

Mol-miR156a_2 was found to be the most conserved miRNA among plants (rate 165), although uncommon in all experimental conditions except for the leaf (104 reads). In addition, mol-miR395a_2, mol-miR171a_1, mol-miR164a_1, mol-miR172a_1, mol-miR167a_2 and mol-mir169b/l_1 showed a high conservation rate among plants and a relatively low abundance, except for mol-miR164a_1 in the seed. 

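The isoform mol-miR156a_2 (TGACAGAAGAGAGTGAGCAC, conservation rate 165) had a mean of 104 ± 108.8 counts in leaf (SD, n = 3), with none in leaf replicate 3 and none in callus. Its mature sequence is also listed under mol-miR156f and mol-miR-n isoforms. Their highest counts were 237, 638 and 696 in NTC, 620, 519 and 1362 in TC, and 2525 in leaf replicate 3 (mol-miR-n276, mol-miR-n279 and mol-miR-n280). Taken as a sequence, its counts in leaf replicates 1 and 2 are low-confidence, and those in the other libraries are from miRDeep2. The comparisons therefore mix both lists. The sequence did not differ past the threshold between leaf and NTC (log2 fold change -0.31, standard error 0.71, adjusted p = 0.745 from edgeR's quasi-likelihood test). Against TC the value was -0.27 (standard error 0.73, adjusted p = 0.749). The direction turned to 1.02 and 0.29 with the clean reads stated in the paper for each condition, divided equally among its libraries, as library size. With the replicate block, taken from the labels, the values were -0.33 and -0.51, at same-number correlations of 0.0519 and 0.0295. The shorter TGACAGAAGAGAGTGAGCA, which lacks the last base, had 580 and 414 counts in leaf replicates 1 and 2 as mol-miR156f_3. As mol-miR-n284 it had 823 and 538 there. It had none in callus or in leaf replicate 3, and its counts are not part of these values.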

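Mean counts of mol-miR395a_2 (rate 99) were 0 in both callus groups and 10.3 ± 10.1 in leaf (SD, n = 3). For mol-miR164a_1 (rate 86) the means were 6.67 ± 3.21 in NTC, 8.67 ± 7.57 in TC and 7.0 ± 8.72 in leaf (SD, n = 3 each). In leaf, mol-miR172a_1 (rate 76) had 34.7 ± 51.4 counts and mol-miR167a_2 (rate 72) had 5.0 ± 7.81 (SD, n = 3 each). Low-confidence mol-miR171a_1 (rate 92) had no leaf counts, while high-confidence isoforms of its sequence TGATTGAGCCGTGCCAATATC had 875, 681 and 5908 in the leaf replicates. Means of mol-miR169b_1 (rate 69) were 1.0 ± 1.0 in NTC, 0.667 ± 1.15 in TC and 21.3 ± 37.0 in leaf (SD, n = 3 each). Taken over all isoforms that list it, its sequence CAGCCAAGGATGACTTGCCGG had 64, 63 and 953 counts in the leaf replicates. The isoform mol-miR169l_1 (rate 59) had no callus counts and 1.0 ± 1.73 in leaf (SD, n = 3), where its sequence TAGCCAAGGATGACTTGCCTG had 14, 15 and 3 counts.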

The remaining miRNAs, with the exception for mol-miR396b_1, showed a conservation rate below 50 with different abundance degree. 

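A conservation rate of 50 or more was found for 9 low-confidence isoforms, 291 lay below it, and the median rate was 2. The isoform mol-miR396b_1 (rate 52) had 106 ± 18.1 counts in NTC, 238 ± 26.1 in TC and 5033 ± 7889 in leaf (SD, n = 3 each).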

(Fig. 3).

**Figure 3:**
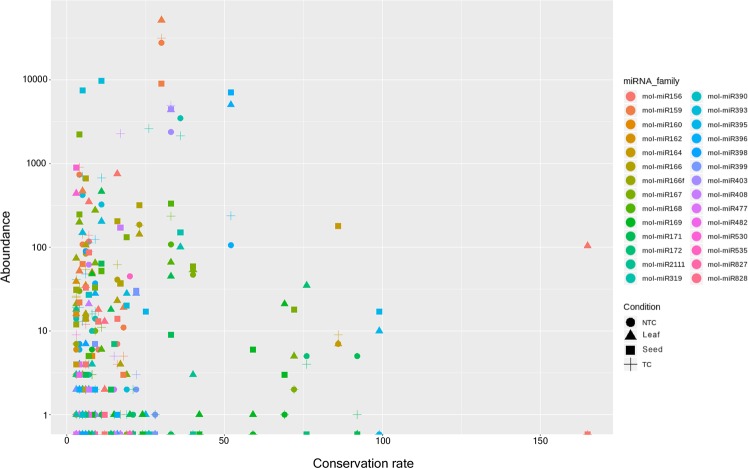
Conservation rate vs abundance of conserved miRNA families. The analysis was performed considering low confidence conserved top 100 miRNAs in accordance for all experimental conditions. NTC: Non Treated Callus. TC: Treated Callus.

### Novel miRNAs in M. oleifera

A total of 392 novel microRNAs were predicted by identifying all the potential precursors (pre-miRNAs) and modelling their secondary structures. All the discovered sequences ranged in length between 18 and 25 nt (Supplementary Table 3). The sequences of most of the novel miRNAs were 21 nt long (102 sequences) while the second most abundant class was 18 nt long (69 seq). 

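Of the 392 mol-miR-n miRNAs, 385 had a sequence that could be used here. Mature lengths ranged from 18 to 25 nt, with 98 of 21 nt and 69 of 18 nt. Several isoforms share a sequence, and the list holds 261 distinct mature sequences.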

The lengths of novel miRNA precursors ranged from 37 to 105 nt, where the 43 nt was most abundant (17 seq). 

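Precursor lengths ranged from 37 to 105 nt, and 17 precursors were 43 nt long.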

Leaf has the highest number of novel miRNAs (213 seq). NTC, TC and seed follow with 121, 85 and 56 sequences, respectively. 

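Counts in at least 1 replicate were found for 212 mol-miR-n miRNAs in leaf, 120 in NTC and 84 in TC. Requiring 2 of 3 replicates left 39, 24 and 24, and requiring all 3 left 7, 13 and 11, so that leaf no longer had the most.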

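In leaf, mol-miR-n31, mol-miR-n211 and mol-miR-n239 carry the same sequence (CGGTGGACTGCTCGAGCTGCT) and the same counts: 1271729, 1070459 and 0 in the 3 replicates, a mean of 780729 ± 683580 (SD, n = 3). In NTC, mol-miR-n290 (CGGTGGACTGCTCGAGCTGC) had 440750 counts in replicate 1 and none in the others, with a mean of 146917 ± 254467 (SD, n = 3). In TC, mol-miR-n217 (GGCGGATGCAGCCAAGTGGA) had 54317 counts in replicate 3 and none in the others, with a mean of 18106 ± 31360 (SD, n = 3).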

The most abundant miRNA isoform was found in the leaf with 21 nt in length (mol-miR-n31/n211/n239; 7.8*10^5 reads), followed by seed (mol-miR-n323; 2.0*10^5 reads), TC (mol-miR-n217; 1.8*10^4 reads) and NTC (mol-miR-n290; 1.4*10^5 reads) with 20 nt in length.

### Identification of “cold-sensitive” miRNAs

Cold stress has been shown to have an important influence on plant growth and development by modulation of gene expression. Some studies document that chilling stress increases the amount/slows down decomposition of polyphenols in some plants (*Nicotiana tabacum L*., *Vitis vinifera L*.)^31,32^. Moreover, chilling stress response induced increased expression of selected miRNAs in wild tomato (*Solanum habrochaites*)^17^, *Brassica rapa L*.^33^ and *Astragalus membranaceus*^34^. We performed a comparative analysis between the known miRNAs identified in *M. oleifera* and the ones published in the aforementioned studies. As shown in Fig. 4A, 25 miRNAs are conserved among the selected species. By looking at their global abundance within different conditions (Fig. 4B), it is not possible to determine whether the subset in its entirety is sensitive to the cold stress. However, miR-166e-3p in *Brassica rapa L*., mol-miR319_1 and mol-miR396h_1 in *M. oleifera*, ame-miR396-5 in *A. membranaceus* are upregulated after cold stress treatment.

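High-confidence mol-miR319_1 (TTGGACTGAAGGGAGCTCCCT, scaffold 13) had 10528, 10719 and 0 counts in TC and none in NTC. In NTC the same hairpin is listed as mol-miR319_2, a different mature sequence of 20 nt (TTGGACTGAAGGGAGCTCCC), with 7789, 9784 and 9172 counts, and in TC replicate 3 as mol-miR319_2 with 15826. The 21 nt sequence also appears as low-confidence mol-miR319a_1, with 3135, 3861 and 3444 counts in NTC and 6439 in TC replicate 3. In TC replicates 1 and 2 the 20 nt sequence is listed as low-confidence mol-miR319a_3, with 3899 and 3949 counts. At the sequence level the log2 fold change of TC against NTC was 1.11 (standard error 0.44, adjusted p = 0.172 from edgeR's quasi-likelihood test). It mixes both lists: the NTC counts and TC replicate 3 are low-confidence, and TC replicates 1 and 2 are from miRDeep2. In the 11 cases where both lists had counts of 1 sequence in 1 library, the miRDeep2 count was higher. A difference in counting between the lists is therefore not excluded. Of 18 alternatives, 2 were past the threshold with TC higher, and with each replicate left out in turn 1 of 6 models was. With the highest count of the hairpin, an alternative chosen after seeing the data, normalized counts were 18544 ± 952 in NTC and 15646 ± 2214 in TC (SD, n = 3 each). The log2 ratio of these means was -0.25, against 0.76 for the sequence, and on raw counts it was 0.47 for the hairpin against 1.41 for the sequence. The isoform mol-miR396h_1 (TTCCACAGCTTTCTTGAACTG) had 14618, 0 and 9532 counts in NTC and 11269, 11394 and 15624 in TC. The 20 nt mol-miR396-5p_1, which lacks the last base, had 695, 561 and 299 counts in NTC. Whether the 0 in NTC replicate 2 is absence or a missing call was not tested. The sequence of mol-miR396h_1 gave a log2 fold change of 0.16 (standard error 2.19, adjusted p = 0.975 from the same test). It turned to -0.60 without NTC replicate 2, and the log2 ratio of the sequence's normalized means was -0.10. With the replicate number as a block, taken from the labels, the log2 fold changes were 1.01 for mol-miR319_1 (adjusted p = 0.271) and 1.24 for mol-miR396h_1 (adjusted p = 0.837). Deviations of same-numbered NTC and TC replicates correlated at -0.266, against 0.13 for different numbers. Comparing with other species, the paper states that both isoforms are upregulated after cold stress treatment.

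**Figure D2:**
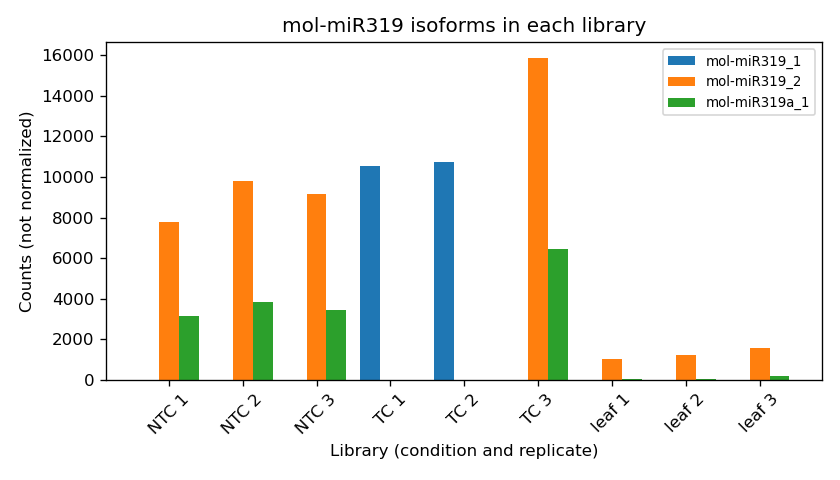
Counts (not normalized) of mol-miR319_1, mol-miR319_2 and mol-miR319a_1 in each of the 9 libraries, 1 bar per isoform. In NTC the hairpin's counts are listed as mol-miR319_2 (7789 to 9784), in TC replicates 1 and 2 as mol-miR319_1.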

**Figure 4:**
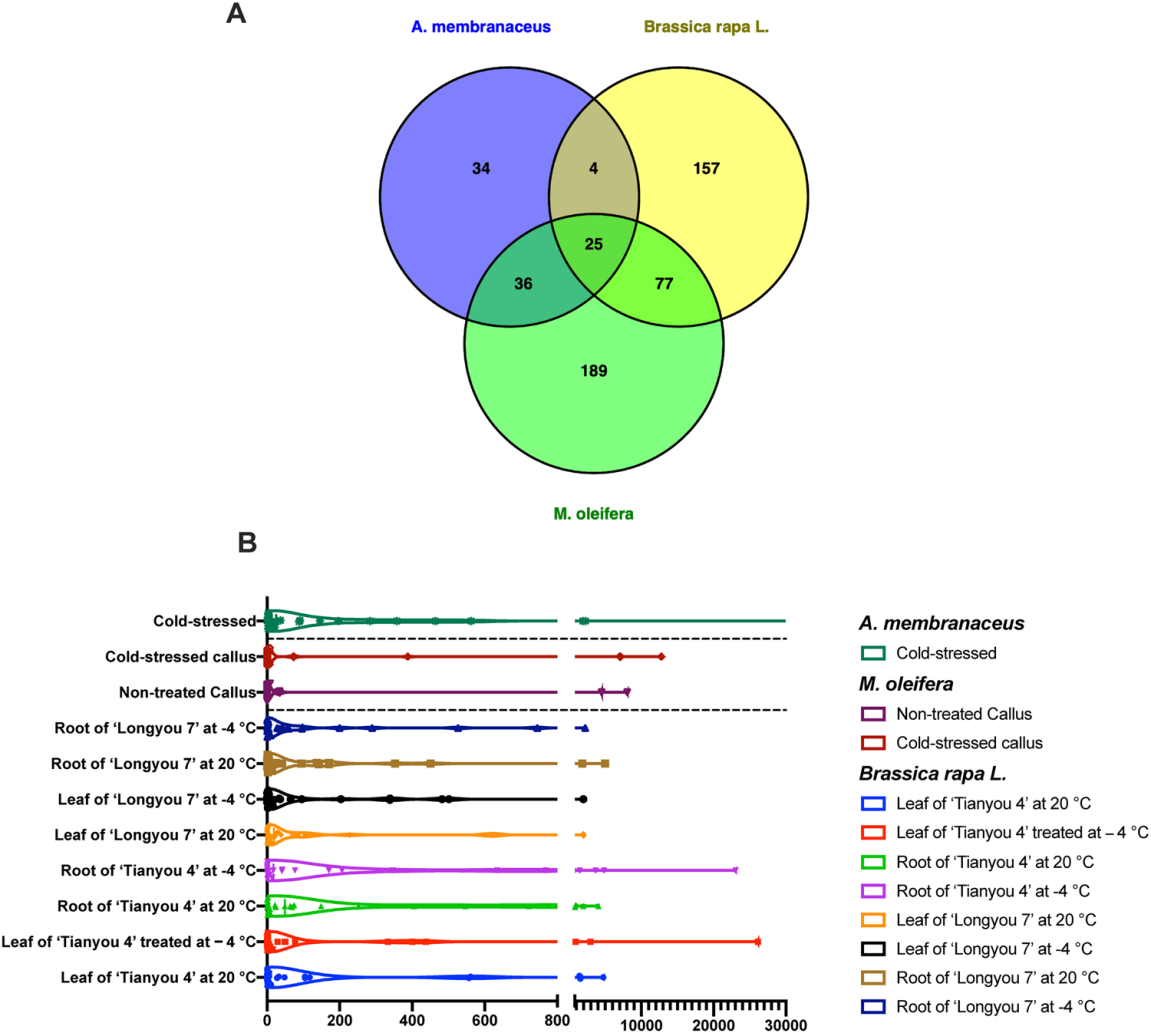
The number of miRNAs conserved across several cold-stress plants, is showed in a Venn diagram. (**A**) The mean abundance of this putative, “cold-responsive” miRNA signature across the different experimental conditions, is represented as a violin plot (**B**).

### Identification of condition-specific and backbone miRNAs

In addition to analysis of the gene regulation mediated by miRNAs, the analysis of differential internal regulation of miRNA expression in different tissues and experimental conditions was performed. 

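Differences between conditions were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05, on features with at least 10 counts in at least 3 libraries. Of 98 mature sequences tested, 8 differed between TC and NTC (4 higher and 4 lower in TC), and 26 had an unadjusted p below 0.05. Leaf differed from NTC in 49 of 96 sequences (25 higher, 24 lower) and from TC in 65 of 103 (30 higher, 35 lower). The balance of directions moved with the setting. Between TC and NTC it was 19 higher and 4 lower with equal shares of each condition's clean reads as library size. Without NTC replicate 1 it was 3 and 0, and without TC replicate 1 it was 0 and 4. With table totals it stayed at 4 and 4, but was 8 higher and 22 lower between leaf and TC. At the isoform level 11 of 100 differed between TC and NTC. By family, 6 of 45 differed between TC and NTC, 18 of 48 between leaf and NTC, and 17 of 42 between leaf and TC. The alternative that moved the sequence counts most was no filter on low counts, with 0 sequences for leaf against TC (93 at an unadjusted p below 0.05). With the replicate number as a block, taken from the labels, 0 sequences differed between TC and NTC (22 at an unadjusted p below 0.05), 29 between leaf and NTC and 57 between leaf and TC. The check of that pairing gave a correlation of same-numbered deviations of -0.266 for NTC and TC, 0.0519 for NTC and leaf and 0.0295 for TC and leaf. Libraries numbered 7, 8 and 9 are the third replicates, and with that library batch in the model the counts were 13, 54 and 67.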

In plants, this fine-tuning mechanism is based on the regulation of miRNA’s decoy time^35^. 

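The sequences with the largest changes between TC and NTC and no overlap of the replicates were mostly mol-miR-n miRNAs, each with counts under that exact sequence in 1 callus group only. The sequence TTTGGACCCAAGGTCGGCT (mol-miR-n345, mol-miR-n346 and mol-miR-n349) had 2675, 1726 and 1348 counts in NTC and none in TC, with a log2 fold change of -14.17 (standard error 0.99, adjusted p = 0.00521 from edgeR's quasi-likelihood test). Longer sequences that end in it had 6686 and 4100 counts in NTC replicates 1 and 2 (mol-miR-n104), 26905 in TC replicate 1 (mol-miR-n347), and 41835 and 38721 in TC replicate 2 (mol-miR-n105 and mol-miR-n348). For mol-miR-n274 (TGCGAGAGGTACGGGGTT), with 492, 871 and 660 counts in NTC and none in TC, it was -12.58 (standard error 0.60, adjusted p = 0.00504). The sequence of mol-miR-n366 (CGGTGGACAGCTCGAGCTGC) had 436, 163 and 126 counts in NTC and none in TC, a log2 fold change of -11.23 (standard error 1.35, adjusted p = 0.0217). For mol-miR-n366, 4 of 11 alternatives were not past the threshold. Among the 3 models without 1 replicate in which it could be tested, 1 was past it. The shorter mol-miR-n368 (GGTGGACAGCTCGAGCTGC) had 77 counts in TC replicate 3. Higher in TC were mol-miR-n168 (ATCAATATTCCAAATGTTAATGCT), with 127, 203 and 447 counts and a log2 fold change of 10.76 (standard error 0.85, adjusted p = 0.00653), and mol-miR390a-3p_2 (CGCTATCCATCCTGAGTTTCA), with 146 ± 24.9 normalized counts (SD, n = 3) and 9.68 (standard error 0.57, adjusted p = 0.00507). Neither exact sequence had counts in NTC, but mol-miR390_1, which lacks the last base of mol-miR390a-3p_2, had 13, 17 and 14 there and 124 in TC replicate 1. None of the 5 passed the threshold with the replicate block taken from the labels (adjusted p = 0.142 for each, with a same-number correlation of -0.266). Between leaf and NTC, the 3 largest were mol-miR-n274 (-12.73, standard error 0.93), mol-miR-n366 (-11.24, standard error 1.24) and the sequence CGCCAAAGGAGAGTTGCCC of mol-miR399a_9 and mol-miR399a_10 (9.99, standard error 0.82, with 62, 58 and 270 counts in leaf and none in NTC). Overlapping sequences again had counts in the other group. The longer mol-miR-n373 had 1080 and 944 in leaf replicates 1 and 2, mol-miR-n283 and mol-miR-n287 (GCGAGAGGTACGGGGTTC, shifted against mol-miR-n274) had 168 and 197 there, and CGCCAAAGGAGAGTTGCCCTT, the longer form of the last sequence, had 31, 11 and 104 in the NTC replicates under other mol-miR399a isoforms. In leaf this longer form had the same 62, 58 and 270 counts (mol-miR399a_8 and mol-miR399a_11). Adjusted p values of the 3 were 0.0034, 0.00434 and 0.0034. With the block these 3 had an adjusted p of 0.0491 each, at a same-number correlation of 0.0519.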

As consequence, miRNA patterns in plants are modulated according to the tissue and the environmental conditions. On the other hand, we also defined a set of miRNAs whose expression is stable across different experimental conditions (backbone). In order to evaluate the modulation of miRNA patterns among tissues and cold-stress, we overlaid the high-confidence, low-confidence and novel miRNAs identified in each condition, separately (Fig. 5). 

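Counting an isoform as found when all 3 replicates had counts, 24 isoforms were found in NTC only, 22 in TC only, 32 in leaf only and 60 in all 3 conditions. With 1 replicate enough, the numbers were 115, 107, 276 and 151. With the paper's seed counts added as a condition they were 23, 14, 12 and 55.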

A detailed list of tissue-specific and backbone miRNAs is also reported in the Supplementary Table 4. 

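The 60 isoforms found in NTC, TC and leaf included 58 of 24 known families, with 9 mol-miR166 and 8 mol-miR159 isoforms.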

Among 56 miRNA families belonging to all experimental conditions, mol-miR166 and mol-miR159 families are the largest families identified with ten and eight members, respectively. A total of five different isoforms belongs to the mol-miR156 and mol-miR396 families. 

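In the same set, mol-miR156 had 5 isoforms and mol-miR396 had 6, or 5 with the paper's seed counts added as a condition.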

Several miRNAs appear to be tissue-specific: 135 unique miRNAs were found in the seed; among these, mol-miR166 (8 members), mol-miR167 (8 members), mol-miR156 (6 members) and mol-miR399 (6 members) were identified as well as 46 novel miRNAs.

**Figure 5:**
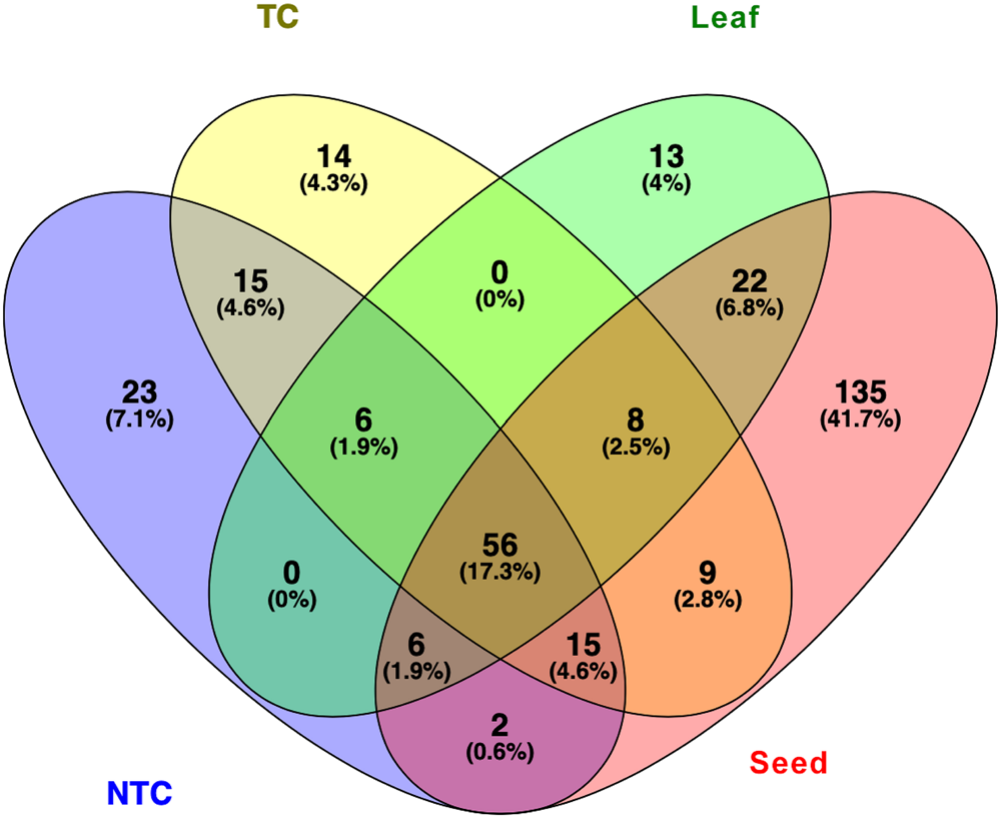
Venn diagram showing the number of conserved and novel miRNAs in accordance for all experimental conditions. NTC: Non Treated Callus. TC: Treated Callus.

### Prediction of miRNA targets

Plant miRNAs play important roles in diverse biological processes by cleaving target mRNAs or supressing their translation. In order to understand the biological functions of *M. oleifera* miRNAs, PNRD (plant non-coding RNA database)^36^ was used as a reference for the prediction of putative target genes for tissue-specific and backbone miRNAs. The analysis revealed 7,677 unambiguous target genes for 54 miRNA families conserved across all the experimental conditions (Supplementary Table 5).

The majority of target genes were transcription factors; these include key regulators of abiotic and biotic stress response, plant reproduction and plant growth/development gene such as *squamosa promoter-binding proteins* (*SPL* or *SBP*)^37,38^, *myb domain proteins* (*MYBs*)^39–41^, *ARM repeat superfamily protein*^42,43^*, Homeobox-Leucine Zipper Proteins* (*ATHBs*)^44,45^, *Auxin response factors* (*ARFs*)^46,47^, *Disease resistance protein*^48,49^*, F-box family protein*^50^ and *NAC domain transcription factors* (*NACs*)^51^.

Some of the identified miRNA targets are genes directly involved in resistance to biotic and abiotic stresses, including protein degradation (*ubiquitin carboxyl-terminal hydrolase 1*) and oxidoreductase activity (*ALDH22a1*).

Other predicted miRNA target genes are associated to plant growth/development, metabolism and plant reproduction; several genes are related to protein degradation (*auxin signaling f-box 2*), enzymatic activity (*laccase*, *RHOMBOID-like protein 1*, *clathrin heavy chain*. *zinc finger family protein, Hydrolase, Cysteine Protease, Cysteine/Histidine-rich C1 domain, Protein Kinase, NAD(P)-binding Rossmann-fold, Pectine lyase Kinase* activity, *RNA binding family protein, Methyltransferases* and *DEAD/DEAH box RNA helicase family protein*), plant development (*Pentatricopeptide repeat (PPR) superfamily protein, RING/U-box superfamily protein*), translation process (*Ribosomal protein*) and oxidoreductase activity (*2-oxoglutarate and Fe(II)-dependent oxygenase superfamily protein, Galactose oxidase)*.

### Gene Ontology (GO) enrichment analysis

The enrichment analysis of miRNA target genes represents a fundamental procedure for evaluating the miRNA-mediated biological modulations that occur in *Moringa* leaves, seed, TC and NTC. The terms belonging to GO biological processes (BP), molecular functions (MF), and cellular compartments (CC) have been enriched and the results for the top 20 terms plotted in a bar plot (Supplementary Figures 1_NTC, TC, LEAF, SEED). Analyses performed on targets for backbone miRNAs, identified certain biological functions and molecular processes that are crucial for the proper survival of the plant. On the other hand, the enrichment analysis of targets for condition-specific miRNAs highlights biological modulations that are essential in a specific, biological context.

#### Biological processes

In the leaf, the majority of miRNAs seems to be responsible for fine regulation of genes involved in leaf symmetry^52,53^; other genes regulate the development of different plant organs, such as anther^54^, floral whorl^55^, stamen^56^ and so on. In callus, most miRNAs are involved in positive heterochronic gene regulation of development, especially in stress conditions; other genes are involved in the biosynthesis and metabolic processes of beta-D-glucan^57^ (callus) and the lignin/phenylpropanoid catabolic processes^58^. In the seed, most frequently expressed genes regulate the maintenance of DNA methylation, negative regulation of intracellular signal transduction and specification of axis polarity^59^.

#### Cellular compartments

In leaf and seed, most of the regulations take place in the late endosome, vacuole and cell projection. In callus, most of the genes are localized in the 1.3-beta-D-glucan synthase complex (NTC) and mainly in the chloroplast endopeptidase Clp complex (TC). The presence of several genes located in the chloroplast could be correlated with the enrichment of stress-response genes. In fact, most of the transcriptional activities in the nucleus are regulated in part by signals derived from plastids. This process is named “retrograde signaling” and it is well amplified during responses to chemical, physical and biological stress^60^.

#### Molecular functions

Despite most of the enriched terms do not provide a detailed description of the involved molecular function, they clearly highlight the fine-tuning role of microRNAs in plants. Indeed, most of the targets are involved in xenobiotic transmembrane transporting ATPase activity^61^ (leaf), oxidoreductase and ATP-dependent peptidase activity^62^ (TC), superoxide dismutase copper chaperone activity^63^ (NTC), phosphorelay sensor kinase activity and xenobiotic transmembrane transporting ATPase activity^64^ (seed).

### Validation of conserved miRNAs by qRT-PCR

To confirm the expression pattern of the *M. oleifera* miRNAs, 11 conserved miRNAs with different expression profiles were randomly selected for real-time PCR analysis. The data collected demonstrate that the expression patterns are similar between the two analytical tools (Illumina sequencing and qRT-PCR) for six of the eleven miRNAs, whereas other show different expression pattern as detected between the two molecular tools.

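In the sequencing counts, the isoforms carrying the names of the 11 miRNAs were compared by two-sided exact permutation tests on TMM-normalized counts. Between 3 leaf and 6 callus libraries, 5 of the 11 had an exact p below 0.05 and 3 stayed below it after Benjamini-Hochberg adjustment. The smallest p this design allows is 0.0119. Higher in leaf were mol-miR166i, with 73140 ± 40082 against 16615 ± 3214 in NTC and 13410 ± 5824 in TC, and mol-miR160h, with 541 ± 111.3 against 122 ± 45.3 and 50.8 ± 9.18 (SD, n = 3 each). Lower in leaf were mol-miR398b, mol-miR396a and mol-miR168a. Raw counts of mol-miR398b were only 9 to 22 in callus and 1, 0 and 11 in leaf. Those of mol-miR396a were 4 to 11 in callus and 0, 1 and 12 in leaf, with an exact permutation p of 0.381. The adjusted values were 0.0437 for mol-miR166i, mol-miR160h and mol-miR398b, 0.0655 for mol-miR396a and 0.105 for mol-miR168a. On normalized counts, all 5 differences had the same direction in libraries 1 to 6 and in libraries 7 to 9. By raw counts, mol-miR396a was higher in leaf in libraries 7 to 9. With factors from known miRNAs only, the 2 numbers were 6 and 4. On raw counts, 4 miRNAs had an exact p below 0.05 and 0 stayed below it after adjustment. These alternatives, and the use of both thresholds, were chosen after seeing the data. Between TC and NTC, where 3 against 3 libraries cannot go below p = 0.1 in an exact permutation test, 4 of the 11 reached 0.1.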

As illustrated in Fig. 6, mol-miR396a and mol-miR159a are more abundant than other miRNAs in leaf and callus (both NTC and TC). Mol-miR162a is more abundantly expressed in leaf than in callus (both NTC and TC), while mol-miR398b and mol-miR168a are more expressed in calluses. On the other hand, mol-miR166i and mol-miR160h show similar levels of expression in all tissues.

**Figure 6:**
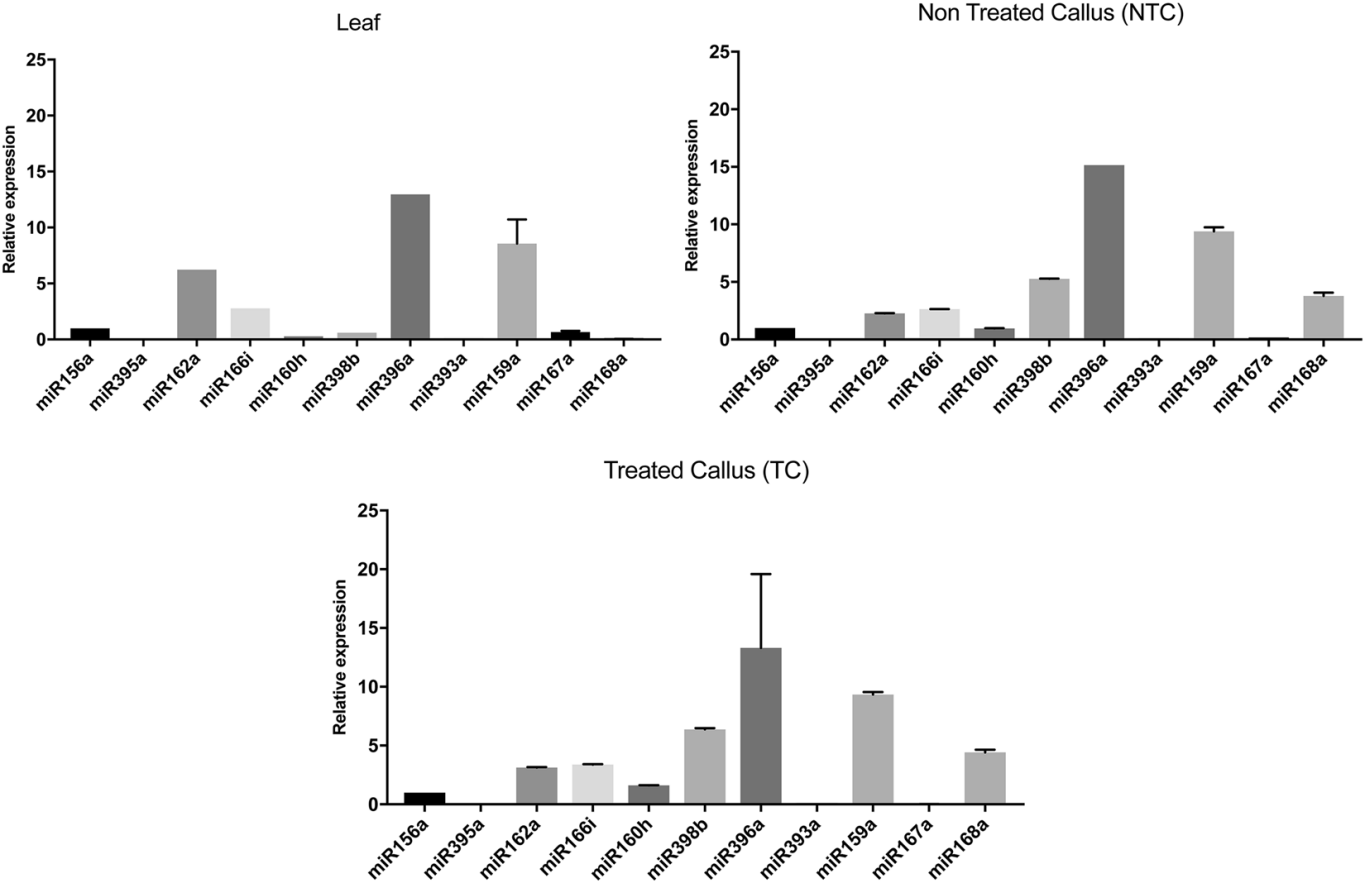
Quantitative RT-PCR analysis of conserved miRNAs in *M. oleifera* leaf and callus. The X axis represents different miRNAs. The Y axis represents the relative expression level of miRNAs. The 5S rRNA was used as an internal control. The expression level of miRNA156a was set as control and taken as 1 and expression level in all other miRNAs was quantified relative to it. The analysis was performed as triplicates, and the error bars indicate the standard deviations.

## Discussion

In the past decade, *M. oleifera* has gained growing attention for its nutraceutical and pharmacological functions as well as potential benefits for human health; several studies have demonstrated the great number of bioactive compounds contained in leaves, seeds, pods and flowers^1,2,4^. The large number of these bioactive compounds (such as secondary metabolites) might explain the pharmacological properties of this “miracle tree”. Recent studies have confirmed the high content of polyphenols (such as flavonoids and phenolic acids) in *M. oleifera* leaves^65^. These secondary metabolites are synthesized in the plant for its specialized need, in particular, ecological conditions; unlike primary metabolites, secondary metabolites are directly involved in the defence mechanism against environmental injuries. In human, *M. oleifera* polyphenols (such as flavonoids) are involved in protection against chronic diseases associated with oxidative stress, including cardiovascular disease and cancer^4^. Plant metabolic engineering has been used for enhancing biosynthesis of these pharmacological important phytochemicals^6–9^. One of the ways to increase polyphenol biosynthesis is by modulating levels of miRNAs – the ultimate regulators of biosynthesis and accumulation of secondary metabolites in plants^66–68^.

In our previous study^20^ we reported a high throughput sequencing of miRNAs from *M. oleifera* seed; some of them were involved in regulation of human genes when transfected into Hepatoma cell lines (HepG2)^69^. Being the part of the plant that contains the highest number of bioactive compounds, the leaf was chosen as model tissue for high-throughput sequencing in this study. Moreover, callus cells, given their undifferentiated nature, represent an optimal model for the identification and quantification of miRNA types present in *M. oleifera* in its basal condition. Low temperature was chosen as appropriate stress condition in the experimental procedure, considering that, due to natural geographical distribution of *M. oleifera*, this plant hardly ever comes into contact with this type of adverse condition. Indeed, cold stress has been shown to have an important influence on plant growth and development by modulation of gene expression. Despite a preliminary, explorative analysis did not highlight the presence of a “cold-sensitive” signature of microRNAs, specific isoforms were up-regulated in different plants. The application of the cold stress to a callus for further induction of somaclonal variations, could open, in turn, the possibility to develop a *M. oleifera* cell line better adapted to a temperate climate. For these reasons, *M. oleifera* calluses both untreated and exposed to abiotic stress seemed to be an interesting candidate models for this study.

The recent availability of data for the *M. oleifera* genome, allowed to re-evaluate our previous predictions from seeds and to identify a set of high-confidence and novel miRNAs from cold-stressed and non-stressed callus and leaf. A subsequent sequence alignment (Blast) compared to all plant-related mature miRNAs annotated in miRbase, allowed for identification of an additional set of low-confidence miRNAs. In the present study, a total of 131 known high-confidence miRNA isoforms (21 miRNA families), 300 known low-confidence miRNA isoforms (56 miRNA families) and 392 novel miRNA isoforms were identified in *M. oleifera* leaf, seed and callus with or without abiotic stress in the ten libraries. The majority of the identified miRNAs were 21 nt in length (60%; mean value of all experimental conditions), which is the canonical size for miRNAs generated from DCL1 processing. This result is similar to that of the conserved miRNAs predicted in *B. oleracea*^70^ and other plant species such as soybean^71^, maize^72^, switchgrass^73^ and Chinese cabbage^74,75^. In our study, the number of reads of the conserved 21 nt miRNAs is very high, especially for the leaf (4.6*10^5 reads). The result was consistent with our previous reports in which sequence length 21nt has the highest number of miRNA reads in *M. oleifera* seeds.

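The mol-miR166 family had the most isoforms of any known family in NTC (18), TC (20) and leaf (23). The mol-miR156 family had 8 isoforms in NTC, 12 in TC and 22 in leaf, each detected in at least 2 of 3 replicates.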

Mol-miR166 and mol-miRNA156 families contain larger number of isomiRs in the seed, leaves and in the treated callus; these microRNAs are involved in many biological processes including leaf development^76^, apical dominance^77^, floral transition and development^78^. MiRNA166, together with miRNA165, belong to another important class of miRNAs involved in *Shoot Apical Meristem (SAM)* maintenance. These two miRNAs share the same function of targeting/repressing *class III Homeodomain-Leucine Zipper (HD-ZIP III)* expression. These miRNAs play an important role in meristem maintenance, adaxial identity of leaves, lateral root growth and procambium identity.

The mol-miR156 family was a largely conserved miRNA family, followed by mol-miR395, mol-miR164 and mol-miR172. In our analysis, mol-miR156 family shows higher expression in leaf compared to other experimental conditions; these miRNAs belong to the largest families highly conserved in all land plants^79^. 

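Normalized counts of the mol-miR156 family were 4284 ± 1574 in leaf, 1417 ± 608 in NTC and 1520 ± 638 in TC (SD, n = 3 each). The log2 fold change was 1.57 against NTC (standard error 0.53, adjusted p = 0.0586) and 1.24 against TC (standard error 0.49, adjusted p = 0.0793), neither past the threshold of edgeR's quasi-likelihood test. The alternatives fell on both sides of the threshold: with DESeq2 the adjusted p was 0.0191 against NTC and 0.00951 against TC. With table totals as library size the value against TC turned to -0.10. Of 17 alternatives, 3 were past the threshold against NTC and 4 against TC. In a model with a replicate block, with pairing taken from the labels, the adjusted p was 0.166 against NTC and 0.0949 against TC, with same-number correlations of 0.0519 and 0.0295.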

Previous studies demonstrated their role in SPL pathway regulating plant development, flowering and plastochron length.

In plants, many miRNAs seem to be universally expressed among diverse species, such as miRNA156, miRNA157, miRNA159, miRNA160, miRNA161, miRNA171, and so on.

However, there is a large number of miRNAs present in only few other species. For instance, mol-miR6300 was discovered in soybean and subsequently identified in Finger millet and in Chickpea, as well as *M. oleifera* seed (as reported in our previous work^20^). In flowers and leaves of Chickpea, this miRNA was found abundantly expressed; however, as predicted by other authors, its annotation in miRBase is ambiguous and needs experimental confirmation^80^. 

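Normalized counts of mol-miR6300 were 20150 ± 16149 in leaf, 14962 ± 1595 in NTC and 4304 ± 3588 in TC (SD, n = 3 each). Leaf did not differ past the threshold from NTC (log2 fold change 0.38, standard error 0.90, adjusted p = 0.805 from edgeR's quasi-likelihood test) or from TC (1.88, standard error 1.12, adjusted p = 0.186). With table totals as library size the values turned to -1.90 and -0.65, and with the library batch the value against NTC turned to -0.12. With the replicate block, taken from the labels, the value against NTC was -0.15 (adjusted p = 0.93), and against TC it was 1.90 and past the threshold (adjusted p = 0.0224). Same-number correlations were 0.0519 and 0.0295.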

In our analysis, all the experimental conditions (especially for leaf) showed an up-regulation of this miRNA compared to other miRNAs. It would be interesting to investigate in more detail the biological function of this miRNA considering that it is highly expressed in many parts of this medicinal plant.

In this study, mol-miR159, mol-miR393 and mol-miR396 were found highly expressed in all experimental conditions. These results are in line with different studies, comprising various plant species, in which miRNA159 was shown to be very frequently detectable miRNA involved in fundamental plant biology roles, such as plant growth, and development^81^. 

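Family counts over distinct sequences of known isoforms put mol-miR159 at place 3 in NTC and TC and place 2 in leaf, mol-miR396 at place 6 in each, and mol-miR393 at place 10 in NTC, 11 in TC and 16 in leaf. With the mol-miR-n isoforms that share a sequence included, mol-miR393 was at places 11, 11 and 17, and the others kept theirs. The mol-miR393 family was lower in leaf, with a log2 fold change of -1.91 against NTC (standard error 0.41, adjusted p = 0.0158) and -2.39 against TC (standard error 0.54, adjusted p = 0.0129) from edgeR's quasi-likelihood test. Fitted with a replicate block taken from the labels, the adjusted p values were 0.0491 and 0.0163, at same-number correlations of 0.0519 and 0.0295. With table totals as library size they were 0.485 and 0.184. Of 17 alternatives, 8 against NTC and 5 against TC were not past the threshold, and with each replicate left out in turn 1 of 6 models was past it against NTC and 4 of 6 against TC. The mol-miR159 family did not differ past the threshold (log2 fold change 0.0909 against NTC, adjusted p = 0.931; 0.16 against TC, adjusted p = 0.629), and with table totals the values turned to -0.79 and -0.93. For mol-miR396 they were -1.39 (standard error 1.16, adjusted p = 0.418) and -1.67 (standard error 0.59, adjusted p = 0.0644). With equal shares of each condition's clean reads as library size the first turned to 0.16, and 6 of 17 alternatives brought the value against TC past the threshold. One of these was the replicate block, taken from the labels, with -1.90 (adjusted p = 0.0484) against TC and -0.67 (adjusted p = 0.725) against NTC, at same-number correlations of 0.0295 and 0.0519. The mol-miR396 family had 15493, 801 and 10007 counts in the NTC replicates, and mol-miR396h_1 had none in NTC replicate 2.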

In *A. thaliana*, miRNA159 has been shown to regulate anther and silique development by targeting MYB33. Mutation of the miRNA159-binding site on MYB33 mRNA resulted in pleiotropic defects including severely impaired fertility, stunted anthers, small siliques, and small seeds. Interestingly, miRNA159 accumulation was up-regulated by gibberellin (GA) application and GA-deficient mutants showed low miRNA159 accumulation. Treating these mutants with GA was itself sufficient to increase the accumulation of miRNA159 to wild-type levels and above, demonstrating the interplay between miRNAs and hormones in plant development^82^.

It is noteworthy to mention that miRNA159 is involved in cross-kingdom regulation of mammalian gene expression; Chin *et al*. found that plant miRNA159 could be detected in human sera and its levels were inversely correlated with breast cancer incidence and progression targeting human *Transcription Factor 7 (TCF7)* gene^83^.

Gene targets were computationally predicted for both conserved and novel miRNAs in order to elucidate the biological functions of miRNAs in *M. oleifera* leaf, seed and callus. As demonstrated by other studies, mol-miR159, very common in all experimental conditions, was predicted to target *MYB* transcription factors; these target genes have been reported to play an important role in abscisic acid (ABA) signalling during *A. thaliana* seed germination^84^. Moreover, mol-miR159 and its target gene (*GAMYB*) were involved in modulation of grapevine floral development in response to gibberellin (GA) treatments and this interaction has important implications for the molecular breeding of high-quality seedless grapevine berry. Mol-miR393, more common in seed than in leaf and callus, was shown to be involved in regulating various aspects of plant growth and development; for instance, mol-miR393 targets the *Transport Inhibitor Response 1* (TIR1) and *Auxin Signaling F-Box (AFB)* genes, involved in flower development thus contributing to the maize grain filling rate by regulating maize growth, development and environment stress response^85^. According to our analysis, this miRNA regulates enzymes involved mainly in Hydrolase and Methyltransferase activity including transcriptional regulation. *Growth-Regulating Factors (GRF)* genes are targeted and regulated by mol-miR396, very common in *M. oleifera* seed and leaf. In *A. thaliana* leaves in phase of development, expression of miRNA396 in the distal region of the leaf blade restricts GRF activity, thereby confining cell proliferation to the proximal leaf blade. As the leaf matures, miRNA396 level increases in the developed leaf leading to decreasing levels of GRF, stopping leaf blade growth. This conserved miRNA and its targets produced similar result in our analysis. Our results showed a very high conservation rate for mol-miR156 and a moderate abundance in *M. oleifera* leaf. This miRNA suppresses *SPL* and represses flowering in many plant species. As reported by various authors, the miRNA156 family is one of the largest miRNA gene families and members of the family are highly conserved in all land plants.

The predicted potential targets of *M. oleifera* novel miRNAs were involved in different molecular functions such as transcription factor activity, Auxin signalling and Ethylene responses. Many of these target genes are involved in plant growth and development, or in stress responses. Furthermore, our predicted analysis found a novel miRNA (mol-miR-n111) overexpressed in treated callus respect to non-treated callus that regulate many target genes, including *MYB* activity; previous reports have indicated that this transcription factors is also a target of miRNA159^86,87^ In our analysis, mol-miR159 was up-regulated in all experimental conditions; in plants, MYBs are involved in different processes including primary and secondary metabolism, cell fate and identity, development, and responses to biotic and abiotic stresses including cold tolerance. 

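The sequence of mol-miR-n111 (TTGAGCCGCGCCAATATCACT, scaffold 22) had 0, 657 and 499 counts in NTC and 724, 553 and 1325 in TC. The log2 fold change was 0.85 (standard error 1.69, adjusted p = 0.827 from edgeR's quasi-likelihood test). In NTC replicate 1 the hairpin is listed as mol-miR-n109, a different mature sequence (CGATGTTGGTGAGGTTCAATC), with 329 counts. With the highest count of the hairpin, an alternative chosen after seeing the data, the log2 ratio of mean normalized counts was 0.0910, against 0.49 for the sequence. On raw counts it was 0.81 against 1.17. The replicate block, taken from the labels, gave 1.84 (adjusted p = 0.72), with a same-number correlation of -0.266.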

The novel mol-miR-n323, commonly expressed in seed, was predicted to regulate different target genes, including *Histone Deacetylase 5 (HDA5)*. In *A. thaliana*, this protein is present in a protein complex involved in the regulation of flowering time^88^; it’s regulated by mol-miR482, uncommon in seed. In eukaryotes, epigenetic mechanisms (such as acetylation) play a crucial role in the regulation of gene expression; the HDACs protein complex has been associated with various developmental processes such as flowering, floral organ identity, seed development and circadian clocks.

In order to identify conserved and novel miRNAs involved in the biosynthesis of secondary metabolites in plants, we performed an overlaid analysis to identified specific miRNAs. 

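The mol-miR408 family had normalized counts of 20571 ± 7881 in TC, 6837 ± 9982 in NTC and 1087 ± 1573 in leaf (SD, n = 3 each). Neither difference passed the threshold of edgeR's quasi-likelihood test: the log2 fold change was 1.64 for TC against NTC (standard error 1.27, adjusted p = 0.514) and -4.35 for leaf against TC (standard error 1.43, adjusted p = 0.0521). Most of the family's counts belong to ATGCACTGCCTCTTCCCTGGC, listed as mol-miR408_4 and mol-miR-n383, with 0, 0 and 8102 counts in NTC and 15668, 6835 and 16050 in TC. The 20 nt mol-miR408d_1 had 477, 453 and 466 counts in NTC and 1093, 766 and 974 in TC, a log2 ratio of 0.35 between the normalized means and an edgeR log2 fold change of 0.65 (standard error 0.35, adjusted p = 0.306) that turned to -0.0911 with all 9 samples in the model. With the replicate block, taken from the labels, the family had an adjusted p of 0.301 for TC against NTC and 0.0363 for leaf against TC, at same-number correlations of -0.266 and 0.0295. Leaf against TC was past the threshold in 7 of 17 alternatives.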

Mol-miR408, more common in treated callus respect to others experimental conditions, are involved in the biosynthesis of benzyliso-quinoline alkaloids (BIA). This alkaloid is synthesized mainly by an agronomically and economically important medicinal plant, the Opium poppy (*Papaver somniferum* L.), used for main morphine alkaloid production^67^. In *Argemone mexicana* L. (Papaveraceae), BIA is used to treat different disorders, given its antimicrobial, antiparasitic, antimalarial, pesticide, cytotoxic and neurological properties^89^. Another important miRNA implicated in the biosynthesis of the secondary metabolites in plants is mol-miR156. This miRNA, targeting *SPL9* gene, is up-regulated in *M. oleifera* leaf and seed and seems to be involved in the Anthocyanin and Sesquiterpenoid/triterpenoid biosynthesis. Anthocyanins are flavonoids with antioxidant properties and can therefore can be used potentially as dietary nutraceuticals for human health. Data from several epidemiological studies have reported an inverse correlation between anthocyanin intake and risk of cardiovascular disease (CVD) or CVD-related mortality^90^. Different authors have shown a beneficial effect of anthocyanin rich foods on gut microbiota; the result of *in vitro* and *in vivo* studies highlighted a significant proliferative effect on *Bifidobacterium* spp., known for their wide use in probiotics and for the treatment of irritable bowel syndrome, as well as inhibition of *Clostridium histolyticum*, pathogenic in humans^91^. 

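The sequence of mol-miR396b_1 (TTCCACAGCTTTCTTGAACTT) had 693, 267 and 14139 counts in leaf, 93, 127 and 99 in NTC and 228, 219 and 268 in TC. Its log2 fold change was 4.17 for leaf against NTC (standard error 0.90, adjusted p = 0.0129) and 3.69 against TC (standard error 0.96, adjusted p = 0.0187) from edgeR's quasi-likelihood test. With each replicate left out in turn, it stayed between 3.36 and 4.70 against NTC and was past the threshold in 4 of 6 models. With table totals as library size the adjusted p was 0.212 against NTC and 0.175 against TC. In each comparison 6 of 17 alternatives were not past the threshold. With the replicate block, taken from the labels, the adjusted p rose to 0.0522 and 0.0551, at same-number correlations of 0.0519 and 0.0295.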

Mol-miR396b_1, upregulated in *M. oleifera* seed and leaf, is well known for being able to regulate the biosynthesis of Flavonol glycoside by target Kaempferol 3-O-beta-D-galactosyltransferase^92^. Dietary flavonoids isolated from different medicinal plants have received an increased attention due to their considerable benefits in the prevention and management of modern diseases such as cancers, diabetes, and cardiovascular diseases^93^.

In conclusion, this is the first comprehensive identification of conserved and novel miRNAs in *M. oleifera* leaf, seed and callus (stressed and non-stressed). This dataset represents an important supplement to the existing *M. oleifera* miRNA database and shall be useful in understanding the possible role for enhancing biosynthesis of pharmacologically important phytochemicals by plant miRNAs during biotic and abiotic stresses. Further studies are necessary in order to elucidate this complex regulatory network potentially able to improve human health in socially neglected populations by a “miracle” tree with high nutritional and medicinal value.

## Supplementary information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Figure 1_TC

Supplementary Figure 1_SEED

Supplementary Figure 1_NTC

Supplementary Figure 1_LEAF

## Data Availability

The sequences from the small RNA library have been deposited in the Gene Expression Omnibus (GEO) database, the accession number is GSE119247 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119247).

# Supplementary material for: Identification of microRNAs and relative target genes in Moringa oleifera leaf and callus
**Source:** Sci Rep. 2019 Oct 22;9:15145. doi: 10.1038/s41598-019-51100-4

**Supplementary Figure 1_Leaf**. Gene ontology categories of predicted target transcripts of differentially expressed miRNAs in *M. oleifera*. Categorization of miRNA-target genes was performed according to the Biological Processes, Molecular Functions and Cellular Compartments.

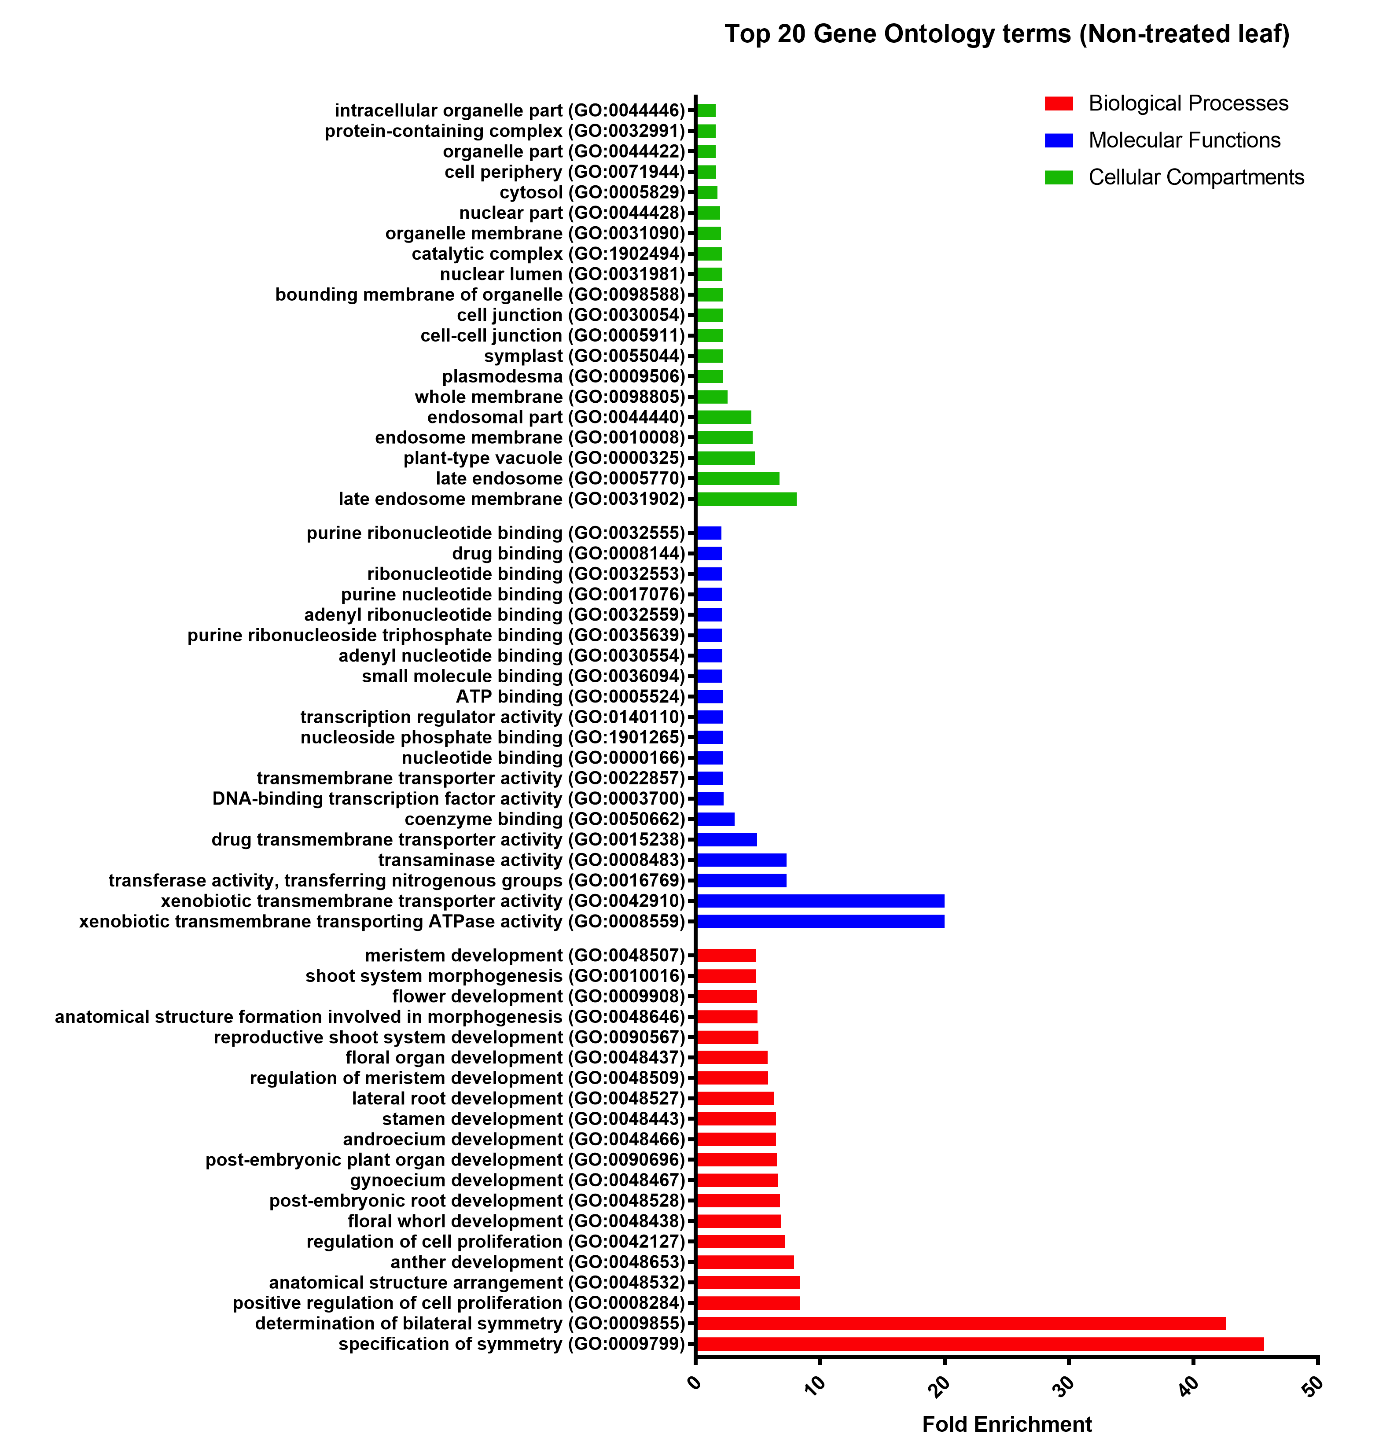

**Supplement:** Supplementary file 6 — Supplementary Figure 1_TC

# Supplementary material for: Identification of microRNAs and relative target genes in Moringa oleifera leaf and callus
**Source:** Sci Rep. 2019 Oct 22;9:15145. doi: 10.1038/s41598-019-51100-4

**Supplementary Figure 1_Non-treated Callus**. Gene ontology categories of predicted target transcripts of differentially expressed miRNAs in *M. oleifera*. Categorization of miRNA-target genes was performed according to the Biological Processes, Molecular Functions and Cellular Compartments.

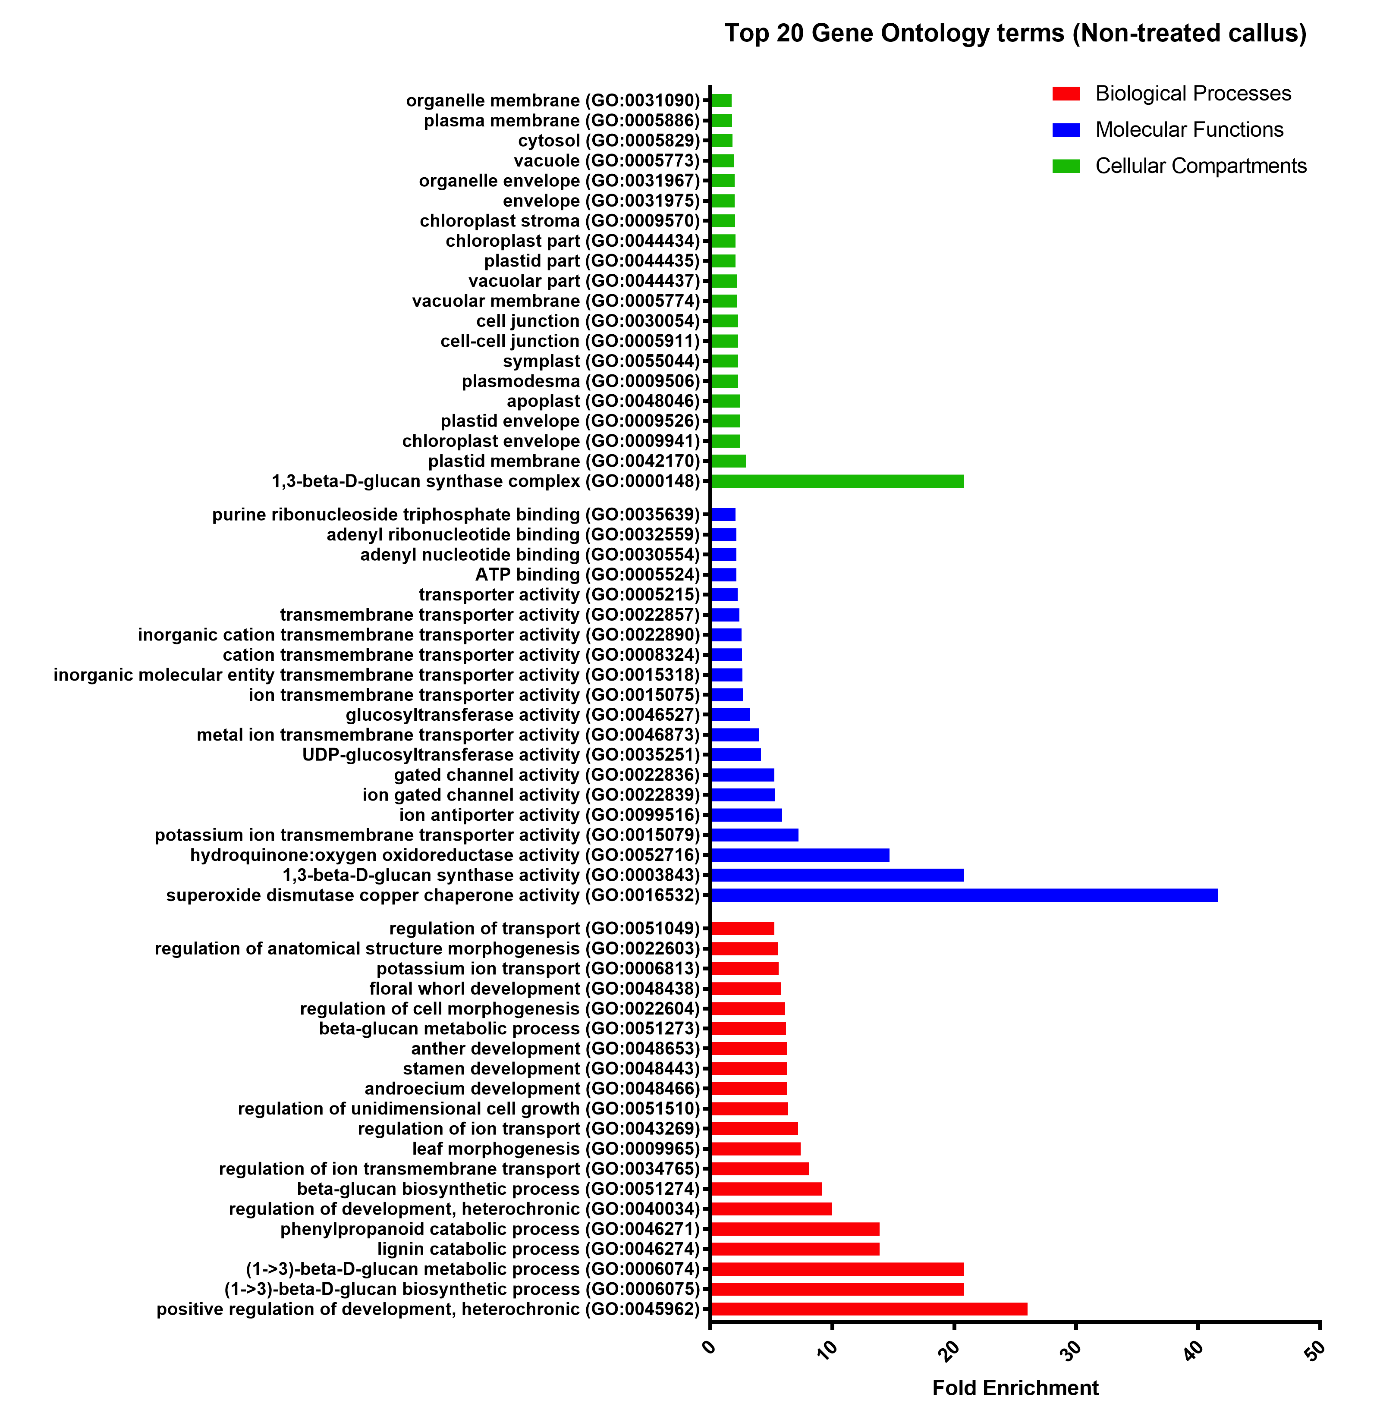

**Supplement:** Supplementary file 7 — Supplementary Figure 1_SEED

# Supplementary material for: Identification of microRNAs and relative target genes in Moringa oleifera leaf and callus
**Source:** Sci Rep. 2019 Oct 22;9:15145. doi: 10.1038/s41598-019-51100-4

**Supplementary Figure 1_Seed**. Gene ontology categories of predicted target transcripts of differentially expressed miRNAs in *M. oleifera*. Categorization of miRNA-target genes was performed according to the Biological Processes, Molecular Functions and Cellular Compartments.

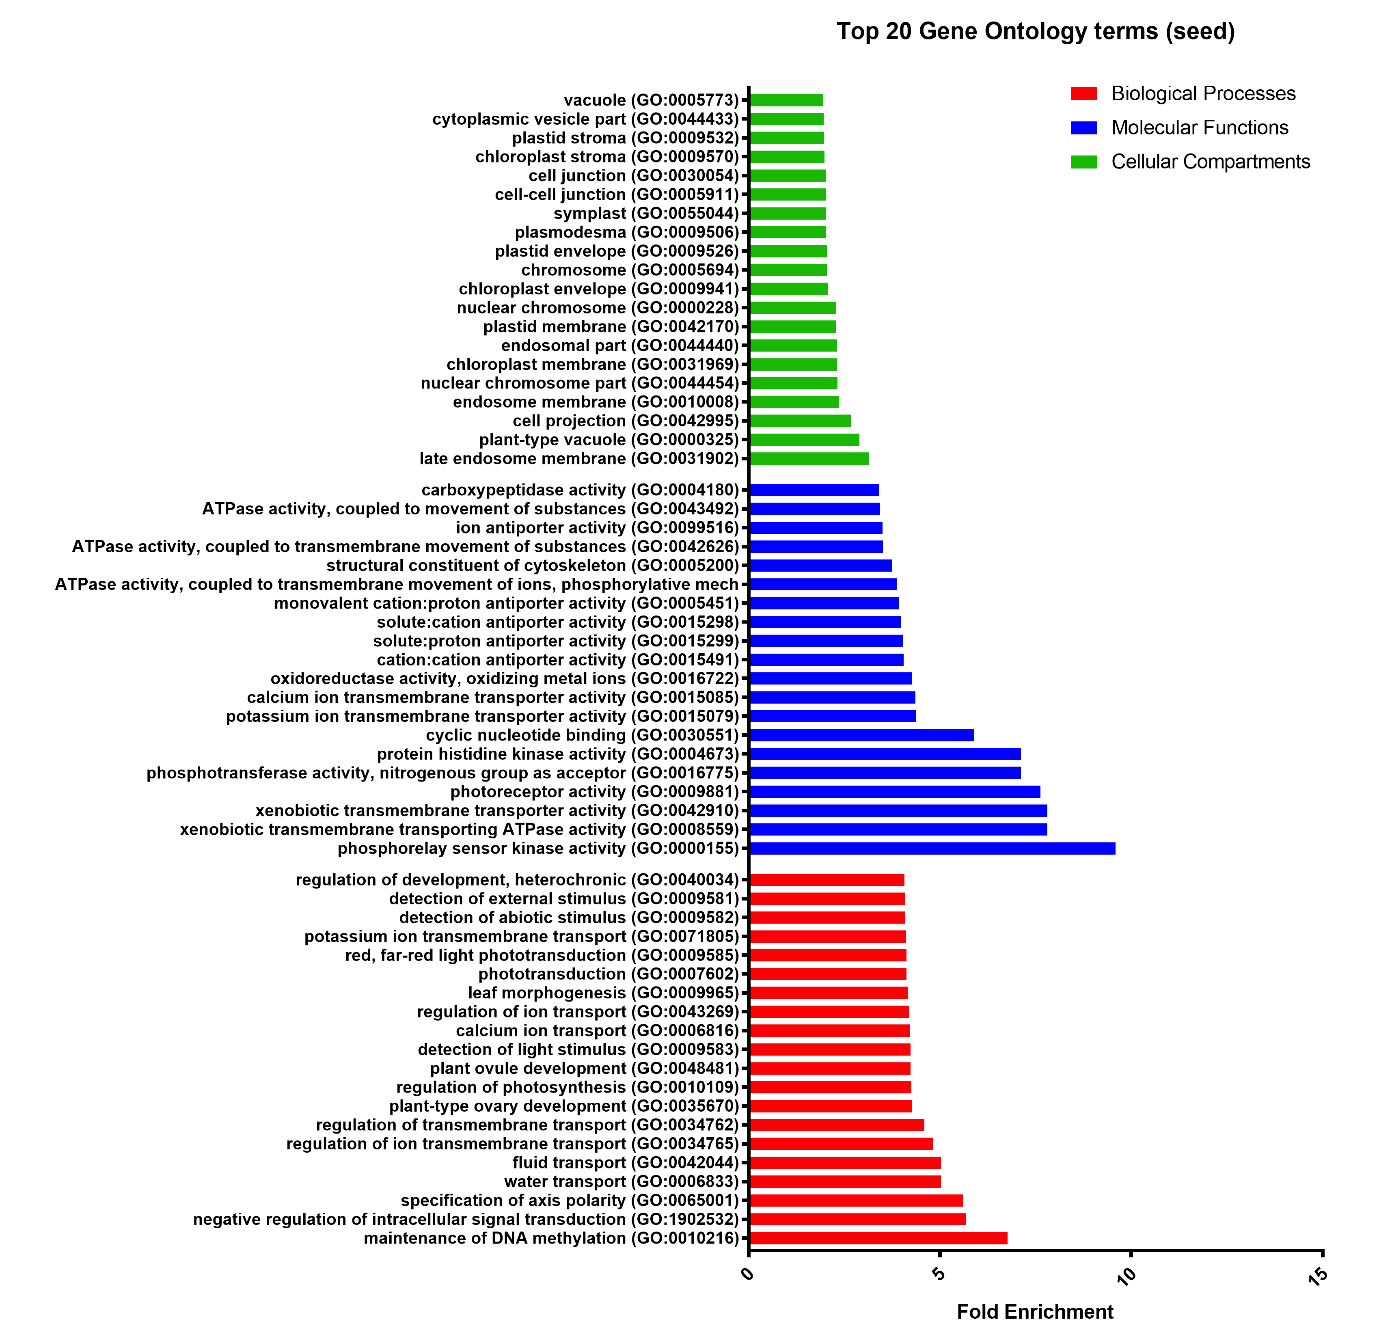

**Supplement:** Supplementary file 8 — Supplementary Figure 1_NTC

# Supplementary material for: Identification of microRNAs and relative target genes in Moringa oleifera leaf and callus
**Source:** Sci Rep. 2019 Oct 22;9:15145. doi: 10.1038/s41598-019-51100-4

**Supplementary Figure 1_Treated Callus**. Gene ontology categories of predicted target transcripts of differentially expressed miRNAs in *M. oleifera*. Categorization of miRNA-target genes was performed according to the Biological Processes, Molecular Functions and Cellular Compartments.

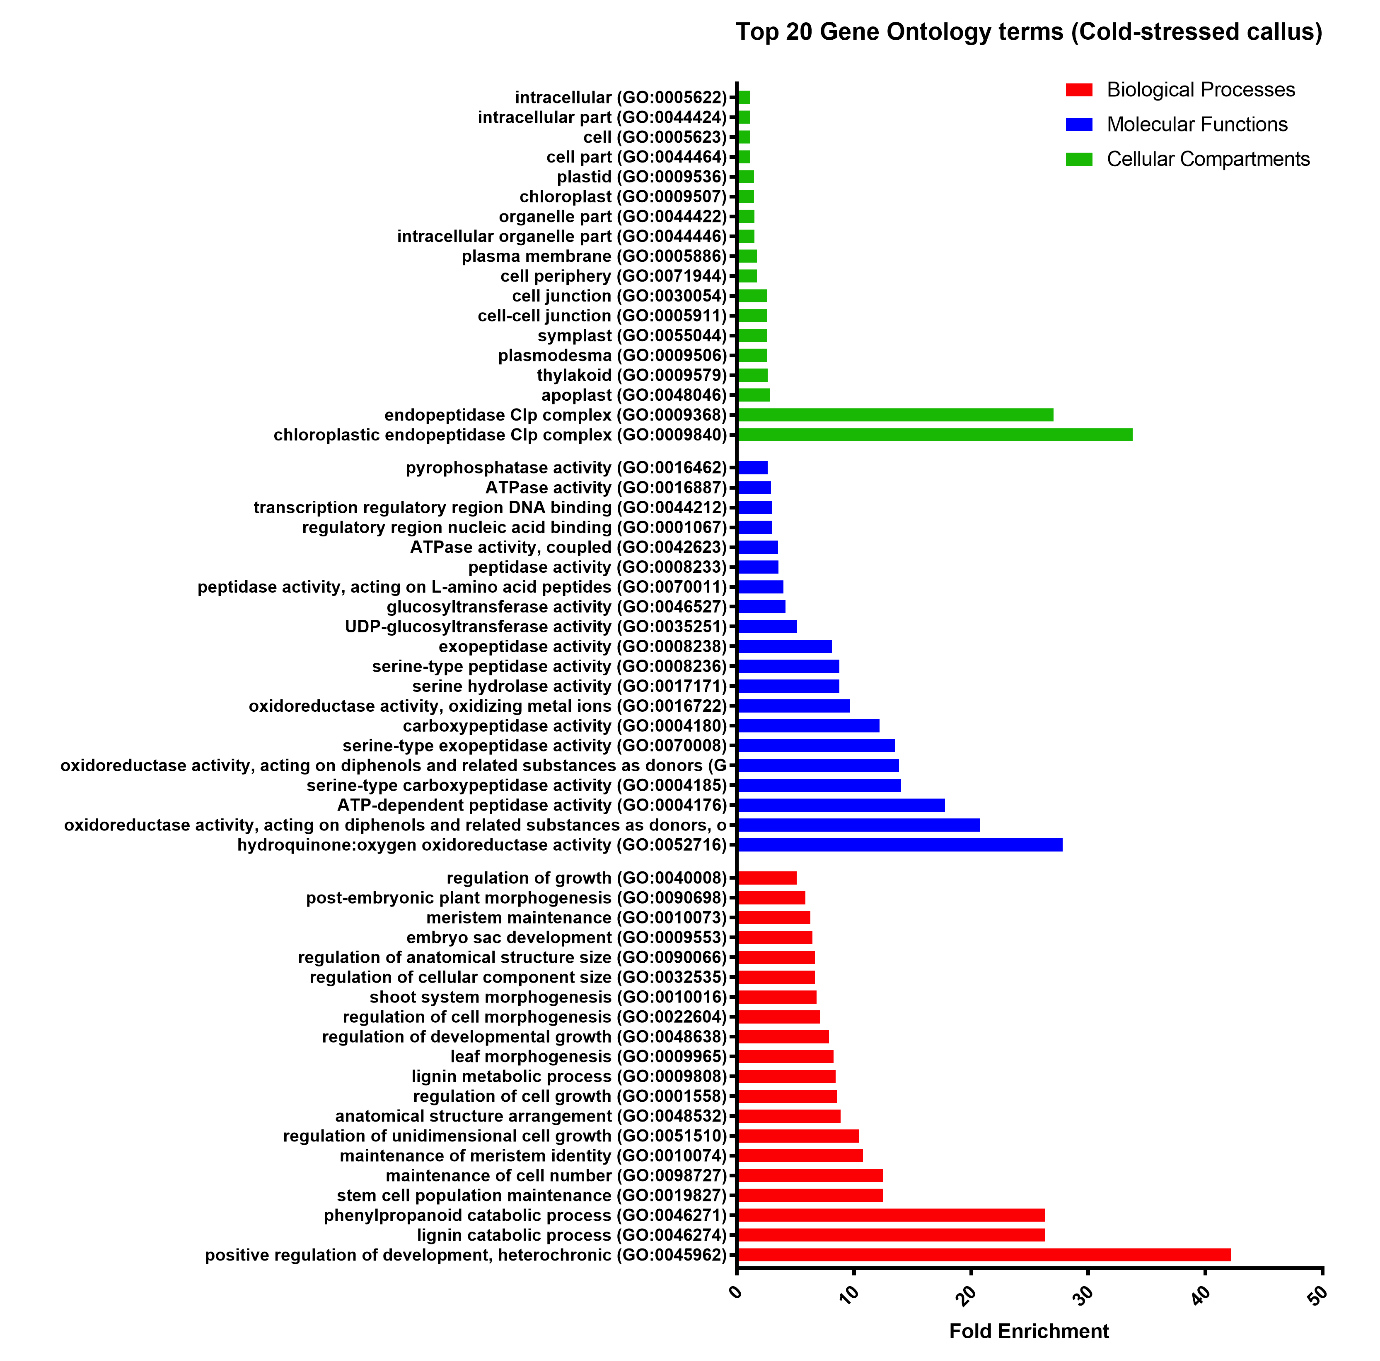

**Supplement:** Supplementary file 9 — Supplementary Figure 1_LEAF

How the deposited data were processed for this re-analysis (not part of the article)

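Small RNA was sequenced from 3 replicates each of leaf, untreated callus (NTC) and callus kept at 4 °C for 7 days (TC). The authors trimmed the reads with Cutadapt, discarded short reads, predicted high-confidence and mol-miR-n miRNAs with miRDeep2 on the genome assembly named in the Methods, and matched reads to plant miRNAs by Blast for the low-confidence list. For each library the authors deposited raw counts per isoform, without normalization. The 7344 counts of the 816 isoforms that are also in the supplementary tables are identical there. The mature sequences, precursors and conservation rates were taken from those tables. The other 7 isoforms had no sequence used here and were kept under their own names.

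Total counts per library ranged from 275894 to 10632477. The share of a single library is given with a 95% Wilson interval, and a share of 0 with the smallest share the depth can show, 3 counts of the total. Counts were analysed at 3 levels: the isoform, the mature sequence (the highest count among isoforms with that sequence) and the family (the sum over its sequences, including mol-miR-n isoforms that share one in the comparisons between conditions, and known isoforms only where numbers of isoforms, family counts and places are given).

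Groups were compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, limma 3.58.1) in R 4.3.3, on features with at least 10 counts in at least 3 of the libraries compared, with Benjamini-Hochberg adjustment at 0.05. The standard error is the absolute log2 fold change divided by the square root of F. Alternatives were DESeq2 1.42.0, library sizes from the table totals or from the paper's clean reads (stated per condition and divided equally among its 3 libraries), other filters, all 9 samples in the model, a replicate block, a library batch, known miRNAs only, sums over isoforms that share a sequence, and each replicate left out in turn. Correlations used 100000 permutations. The 11 miRNAs of the qRT-PCR were compared by exact permutation tests. The design set that test beforehand but not whether the count of differences uses the p value or its adjusted value, and both are given. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

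The edgeR comparison was tested on simulated data: 20 simulations of 3 against 3 libraries, each with 20 sequences changed by 4 on the log2 scale, since too few sequences pass the filter to change more. All changed sequences were recovered, and 3.87% of the calls were false. The counts were drawn with a dispersion (spread between replicates) of 0.2 for every sequence. The libraries had no missing calls and, apart from the changed sequences, the same composition. The rates therefore do not cover smaller changes or libraries as uneven as the real ones. The permutation test gave p below 0.05 in 3% of runs simulated without a relation and in 97% of runs with one.

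Named items follow a rule set before the data were examined: every isoform or family the paper names with a statement on its abundance, the 5 sequences with the largest change between TC and NTC among those past the threshold whose replicates do not overlap, and the 3 by the same rule between leaf and NTC. The supplementary tables, which hold the same counts, had been read before the designs were written, and the rule of detection in at least 2 of 3 replicates was chosen after checking it against them. The paper's seed counts were used only as an alternative for the isoforms found in each condition. Read lengths, targets, gene ontology and the qRT-PCR measurements themselves were not analysed here.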

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

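All tests of explanations here were chosen only after the results were seen. Both families stood out because they had counts in leaf above the callus level. The paper lists them in its supplementary tables, and its text does not discuss them.

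The mol-miR2111 family had 53, 80 and 200 counts in the leaf replicates and none in the 6 callus libraries, with a log2 fold change of 9.69 against NTC (standard error 0.78, adjusted p = 0.00474 from edgeR's quasi-likelihood test) and 9.74 against TC (adjusted p = 0.00146). Part of these counts are listed as mol-miR-n184, mol-miR-n185 and mol-miR-n186, which have the same mature sequences. Without them the counts were 2, 9 and 59, still above 0 in 3 of 3 leaf libraries but too few for the filter. Depth was tested first: the lowest leaf share of the known counts was 0.0224%, above the 0.00208% that the shallowest callus library could show. For the known isoforms alone the share in leaf replicate 1 was 0.00107%, below that floor, so depth is not excluded once the mol-miR-n isoforms are set aside. Shares of all counts, mol-miR-n included, were taken with each sequence counted once. Leaf replicate 1 had 53 of 2003829, above the 0.00119% that NTC replicate 2 could show. Leaf replicates 2 and 3, with 80 of 1571171 and 200 of 940994, lay above it too. These shares argue against depth for the family with its mol-miR-n isoforms. With the library batch in the model the log2 fold change against NTC was 9.68 (adjusted p = 0.0139). Each part of that batch holds leaf and callus libraries, so this term could hardly move the value. In both parts only leaf had counts. Under 3 other normalizations the lowest value against either callus group was 8.57, although with table totals as library size the adjusted p against NTC was 0.0665, with the replicate block 0.0994, and without a filter on low counts 0.292 (0.262 against TC). Since callus has no counts, no scaling could have turned the value negative, so normalization is not excluded by this test. No isoform outside these contains the middle of the sequences, so the 0 callus counts under other isoforms could not have come out differently. RNA from another source was not tested. A difference between leaf and callus may be the cause only as a hypothesis. It cannot be told apart from normalization, counts listed elsewhere or such a source. For the known isoforms alone it cannot be told apart from depth either.

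The mol-miR3711 family (mol-miR3711_1) had 64.0 ± 22.8 normalized counts in leaf (SD, n = 3), with 31 and 16 raw counts in replicates 1 and 2 and more in replicate 3, and raw counts of 2, 0 and 1 in NTC and 1, 1 and 0 in TC. The log2 fold change was 4.74 against NTC (standard error 1.14, adjusted p = 0.0227 from edgeR's quasi-likelihood test) and 5.50 against TC (adjusted p = 0.00379). The lowest leaf share of the known counts was 0.0124%, above the callus floor of 0.00208% on the same basis. Of all counts with each sequence counted once, leaf replicate 2 had 16 of 1571171, below the 0.00119% that NTC replicate 2 could show. Depth is therefore not excluded by shares of all counts. With the library batch in the model the value against NTC was 4.75 (adjusted p = 0.0302). Each part of that batch holds leaf and callus libraries, so the term could hardly move the value. Leaf counts lay above callus counts in both parts. The lowest value under 3 other normalizations (DESeq2, clean reads and table totals) was 4.48, and known miRNAs only gave 4.03 against NTC. The adjusted p against NTC was 0.143 with table totals as library size, 0.0521 with the replicate block, 0.292 without a filter on low counts and 0.0714 without NTC replicate 3. Against TC it was 0.0927 with table totals and 0.262 without a filter on low counts. No other isoform contains the middle of the sequence, so the count of 0 under other isoforms could not have come out differently. A leaf and callus difference may be the cause, as a hypothesis. It cannot be told apart from normalization, from depth by shares of all counts, from counts listed elsewhere or from RNA of another source.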

How the results depend on the processing

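The supplementary tables, which hold the same counts, had been read before the choices named here were set. The main detection rule for isoform lengths and for isoforms per family was chosen after checking it against those tables. Chosen after seeing the data were the hairpin level, known miRNAs only for the pairing check, and the highest count per sequence for the correlations. So were all alternatives for the qRT-PCR miRNAs and all the tests of splits. The other choices were set after that reading but before the deposited counts were examined. For the changes below the cause was not tested.

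Numbers of changed features were, in the main setting, 11 for isoforms, TC against NTC, 8 for mature sequences, TC against NTC, 49 for mature sequences, leaf against NTC, 65 for mature sequences, leaf against TC, 6 for families, TC against NTC, 18 for families, leaf against NTC, 17 for families, leaf against TC. Other settings are listed where the number lies more than 1.5 times above or below that. Exactly on this limit were, for families, leaf against NTC, 27 with DESeq2, 12 with the replicate block and 12 with clean reads, and, for families, TC against NTC, 4 with all 9 samples in the model and 9 with the library batch. DESeq2 gave 20 for isoforms, TC against NTC, 20 for mature sequences, TC against NTC, 10 for families, TC against NTC, 27 for families, leaf against TC. Equal shares of each condition's clean reads as library size gave 19 for isoforms, TC against NTC, 23 for mature sequences, TC against NTC, 25 for mature sequences, leaf against NTC, 27 for mature sequences, leaf against TC. Without a filter on low counts there were 0 for isoforms, TC against NTC (20 at an unadjusted p below 0.05), 3 for mature sequences, TC against NTC, 0 for mature sequences, leaf against NTC (68 at an unadjusted p below 0.05), 0 for mature sequences, leaf against TC (93 at an unadjusted p below 0.05), 0 for families, TC against NTC (14 at an unadjusted p below 0.05), 0 for families, leaf against NTC (20 at an unadjusted p below 0.05), 0 for families, leaf against TC (22 at an unadjusted p below 0.05). Requiring 1 count in every sample left 1 for isoforms, TC against NTC, 0 for mature sequences, TC against NTC (27 at an unadjusted p below 0.05), 0 for families, TC against NTC (7 at an unadjusted p below 0.05). All 9 samples in the model gave 7 for isoforms, TC against NTC. The replicate block, with the pairing taken from the labels, gave 0 for isoforms, TC against NTC (19 at an unadjusted p below 0.05), 0 for mature sequences, TC against NTC (22 at an unadjusted p below 0.05), 29 for mature sequences, leaf against NTC, 0 for families, TC against NTC (10 at an unadjusted p below 0.05). Known miRNAs alone gave 7 for isoforms, TC against NTC, 4 for mature sequences, TC against NTC, 0 for families, TC against NTC (4 at an unadjusted p below 0.05). The library batch in the model gave 13 for mature sequences, TC against NTC, 26 for families, leaf against TC. Table totals as library size gave 11 for mature sequences, leaf against NTC, 30 for mature sequences, leaf against TC, 3 for families, leaf against NTC, 8 for families, leaf against TC. Across the 6 models that each left out 1 replicate, the numbers ranged from 3 to 11 for isoforms, TC against NTC, from 2 to 16 for mature sequences, TC against NTC, from 15 to 33 for mature sequences, leaf against NTC, from 32 to 56 for mature sequences, leaf against TC, from 1 to 9 for families, TC against NTC, from 11 to 19 for families, leaf against NTC, from 9 to 23 for families, leaf against TC.

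Of the 10 splits of the 6 samples in each comparison, only 4 part all same-numbered pairs as the real split does, and the others part 1 pair. In each of the 7 comparisons, 1 of the 4 comparable splits, the real one, gave as many changes. The most in another comparable split was 1 for isoforms, TC against NTC, 2 for mature sequences, TC against NTC, 1 for mature sequences, leaf against NTC, 0 for mature sequences, leaf against TC, 2 for families, TC against NTC, 1 for families, leaf against NTC, 1 for families, leaf against TC. With 4 splits the share cannot fall under 0.05, so the share alone cannot rule out grouping by chance in any comparison. For leaf against NTC and leaf against TC, the real split changed 49 and 65 sequences, and no other split changed more than 1 and 0. Those counts argue against grouping by chance for the sequences in these leaf comparisons. Between TC and NTC it is left open.

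Share of 21 nt isoforms among known isoforms, NTC: 63.3% became 61.2% when detected in at least 1 of 3 replicates, 65.1% when detected in all 3 replicates. Reads of 21 nt known isoforms, NTC: 140924 became 110635 when detected in all 3 replicates. Mol-miR166 isoforms, NTC: 18 became 11 when detected in all 3 replicates. Share of 21 nt isoforms among known isoforms, TC: 61.1% became 62.7% when detected in at least 1 of 3 replicates, 58.6% when detected in all 3 replicates. Reads of 21 nt known isoforms, TC: 95940 became 234700 when detected in at least 1 of 3 replicates, 77041 when detected in all 3 replicates, 207458 for distinct mature sequences. Mol-miR166 isoforms, TC: 20 became 31 when detected in at least 1 of 3 replicates, 12 when detected in all 3 replicates. Share of 21 nt isoforms among known isoforms, leaf: 61.2% became 62.5% when detected in at least 1 of 3 replicates, 57.4% when detected in all 3 replicates. Mol-miR-n miRNAs, NTC: 120 became 24 when detected in at least 2 of 3 replicates, 13 when detected in all 3 replicates. Mol-miR-n miRNAs, TC: 84 became 24 when detected in at least 2 of 3 replicates, 11 when detected in all 3 replicates. Mol-miR-n miRNAs, leaf: 212 became 39 when detected in at least 2 of 3 replicates, 7 when detected in all 3 replicates. Most abundant isoform, NTC, mol-miR-n: 146917 became 28499 by the median of 3 replicates. Most abundant isoform, TC (high-confidence, here and below where no list is named): 31748 became 17548 by the median of 3 replicates, 88821 for distinct mature sequences. Most abundant isoform, TC, mol-miR-n: 18106 became 15668 by the median of 3 replicates, 21875 for distinct mature sequences. Isoforms found in NTC only: 24 became 115 when detected in at least 1 of 3 replicates, 14 for distinct mature sequences. Isoforms found in TC only: 22 became 37 when detected in at least 2 of 3 replicates, 107 when detected in at least 1 of 3 replicates, 14 with the paper's seed counts added as a condition. Isoforms found in leaf only: 32 became 89 when detected in at least 2 of 3 replicates, 276 when detected in at least 1 of 3 replicates, 12 with the paper's seed counts added as a condition. Isoforms found in NTC, TC and leaf: 60 became 98 when detected in at least 2 of 3 replicates, 151 when detected in at least 1 of 3 replicates. Correlation of conservation rate and abundance, NTC: 0.245 became 0.173 with 100 most abundant low-confidence isoforms, 0.169 by the median of 3 replicates, 0.123 with zeros included, 0.0921 with a conservation rate above 2. Correlation of conservation rate and abundance, TC: 0.162 became 0.129 by the median of 3 replicates, 0.177 with a conservation rate above 2. Correlation of conservation rate and abundance, leaf: 0.191 became 0.183 by the median of 3 replicates, 0.18 with a conservation rate above 2. Pairing check, leaf and TC: 0.0295 became 0.149 with known miRNAs only. In the same setting -0.266 became -0.0869 for NTC and TC, and 0.0519 became 0.0405 for NTC and leaf. For the qRT-PCR miRNAs, the number below 0.05 after adjustment was 3 and became 0 on raw counts, where 4 had an unadjusted exact p below 0.05. The correlations also rose, to 0.235 in TC and 0.315 in leaf (adjusted permutation p = 0.0048) among the 100 most abundant isoforms, and to 0.26 in leaf with zeros included. With the highest count per sequence, chosen after seeing the data, they were 0.289, 0.197 and 0.249 in NTC, TC and leaf (adjusted permutation p = 0.00045, 0.00622 and 0.000525).

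With 1 replicate left out, the counts of 21 nt isoforms and of the most abundant isoforms ranged from 128880 to 147298 for reads of 21 nt known isoforms, NTC, from 94945 to 96511 for reads of 21 nt known isoforms, TC, from 184706 to 375754 for reads of 21 nt known isoforms, leaf, from 40412.5 to 47310 for most abundant isoform, NTC, from 24562 to 29634.5 for most abundant isoform, NTC, low-confidence, from 77112 to 220375 for most abundant isoform, NTC, mol-miR-n, from 44046 to 47622.5 for most abundant isoform, TC, from 28932.5 to 33049 for most abundant isoform, TC, low-confidence, from 20917.5 to 27158.5 for most abundant isoform, TC, mol-miR-n, from 59478.5 to 244516 for most abundant isoform, leaf, from 23689.5 to 66643.5 for most abundant isoform, leaf, low-confidence, from 535230 to 1171090 for most abundant isoform, leaf, mol-miR-n.

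With equal shares of the clean reads as library size, the log2 fold change turned to 0.72 for mol-miR396h_1, isoform, TC against NTC, 1.02 for mol-miR156a_2, sequence, leaf against NTC, 0.29 for mol-miR156a_2, sequence, leaf against TC, 0.16 for mol-miR396, family, leaf against NTC. With table totals as library size, the log2 fold change turned to 1.39 for mol-miR396h_1, isoform, TC against NTC, -0.77 for mol-miR159_1, sequence, leaf against NTC, -0.90 for mol-miR159_1, sequence, leaf against TC, -0.10 for mol-miR156, family, leaf against TC, -0.79 for mol-miR159, family, leaf against NTC, -0.93 for mol-miR159, family, leaf against TC, -1.90 for mol-miR6300, family, leaf against NTC, -0.65 for mol-miR6300, family, leaf against TC. With the replicate block taken from the labels, the log2 fold change turned to 1.02 for mol-miR396h_1, isoform, TC against NTC, -0.15 for mol-miR6300, family, leaf against NTC. By the ratio of mean raw counts, the log2 fold change turned to 0.66 for mol-miR396h_1, isoform, TC against NTC, 0.85 for mol-miR156a_2, sequence, leaf against NTC, 0.18 for mol-miR156a_2, sequence, leaf against TC. With DESeq2, the log2 fold change turned to -0.0974 for mol-miR396h_1, sequence, TC against NTC, -0.0811 for mol-miR159, family, leaf against NTC. With all 9 samples in the model, the log2 fold change turned to -0.60 for mol-miR396h_1, sequence, TC against NTC, -0.0911 for mol-miR408d_1, sequence, TC against NTC, -0.0425 for mol-miR398c, sequence, TC against NTC, 0.41 for mol-miR156a_2, sequence, leaf against NTC. With known miRNAs only, the log2 fold change turned to -0.22 for mol-miR159_1, sequence, leaf against NTC, -0.59 for mol-miR159, family, leaf against NTC, -0.43 for mol-miR159, family, leaf against TC, -0.21 for mol-miR6300, family, leaf against NTC. With at least 1 count in every sample, the log2 fold change turned to -0.048 for mol-miR159, family, leaf against NTC. Without a filter on low counts, the log2 fold change turned to -0.0423 for mol-miR159, family, leaf against TC. With the library batch, the log2 fold change turned to -0.12 for mol-miR6300, family, leaf against NTC. At the hairpin level, as a ratio of mean normalized counts, the log2 fold change turned to -0.25 for mol-miR319_1, sequence, TC against NTC. Leaving out 1 replicate gave log2 fold changes from -0.74 to 0.68 for mol-miR396h_1, isoform, TC against NTC, from -0.0702 to 1.03 for mol-miR-n111, isoform, TC against NTC, from -0.60 to 1.10 for mol-miR396h_1, sequence, TC against NTC, from -0.65 to 0.11 for mol-miR156a_2, sequence, leaf against NTC, from -0.58 to 0.92 for mol-miR156a_2, sequence, leaf against TC, from -0.26 to 1.52 for mol-miR159_1, sequence, leaf against NTC, from -0.18 to 0.48 for mol-miR159, family, leaf against NTC. Over all named isoforms, sequences and families, 433 values kept direction and side of the threshold, 54 were weaker, 44 stronger and 44 reversed.

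Depth limits the comparisons most in the libraries with the fewest known counts, 142206 in leaf replicate 2 and 160338 in NTC replicate 1. The isoform mol-miR319_1 did not pass the filter and has no log2 fold change at the isoform level, and sequences without counts in a group have no ratio of mean counts.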

Differences from the paper's values

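The main setting for counts of mol-miR166 isoforms gave 5483 counts in TC, against the paper's 10000. No alternative for this sum was set before the data were examined.

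For mol-miR6300 in TC the mean was 2741 counts, against the 5057 in the paper's text. The paper's Table 1 gives 2741 for the same isoform in TC. No alternative was set beforehand for it either.

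Isoforms found in TC only numbered 22, against about 14 in the paper's Fig. 5, read by eye. With the paper's seed counts added as a condition the number was 14. Counting distinct mature sequences gave 21, which left most of the gap and lies exactly on the limit of 1.5 times the paper's value that was used to call a difference, and detection in 1 replicate (107) or in 2 of 3 replicates (37) did not close the gap.

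Isoforms found in leaf only numbered 32, against about 13 in the paper's Fig. 5, read by eye. With the paper's seed counts added as a condition the number was 12. Detection in 1 replicate (276), detection in 2 of 3 replicates (89) and distinct mature sequences (32) did not close the gap.

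The paper states that mol-miR319_1 and mol-miR396h_1 rise after cold stress, and that mol-miR-n111 is higher in treated callus. Here their sequences had log2 fold changes of 1.11, 0.16 and 0.85, none past the threshold in the main setting. For mol-miR319_1, 2 of 18 alternatives were past it, and for mol-miR396h_1 and mol-miR-n111 0 of 16 each. The paper calls mol-miR393 highly expressed in all conditions, and here the family took place 10 in NTC, 11 in TC and 16 in leaf by known isoforms, or 11, 11 and 17 with mol-miR-n isoforms of the same sequences. The paper gives mol-miR156 as higher in leaf, and here the log2 fold change was 1.57 against NTC and 1.24 against TC, neither past the threshold.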

Other observations

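All tests of explanations here were chosen only after the results were seen.

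Counts of the hairpin of mol-miR319_1 are listed under different isoforms in NTC and TC. With the hairpin's highest count, the log2 ratio of mean normalized counts, TC to NTC, was -0.25, against 0.76 for the sequence. The hairpin's counts in NTC belong to mol-miR319_2, another mature sequence of 20 nt, which TC replicates 1 and 2 also hold as mol-miR319a_3 (3899 and 3949 counts), and on raw counts the hairpin's log2 ratio was 0.47. Whether the isoform name under which counts were listed accounts for the higher counts of mol-miR319_1 in TC is therefore left open. For mol-miR-n111 the same ratio was 0.0910 for the hairpin and 0.49 for the sequence, but 0.81 and 1.17 on raw counts, and the count added in NTC replicate 1 belongs to another mature sequence, so the effect of listing is left open there too. For mol-miR396h_1, the log2 fold change of its sequence was -0.60 without NTC replicate 2, which has no counts, so that library may account for part of the higher raw mean in TC. There mol-miR396-5p_1, which lacks only the last base, had 561 counts. The 0 may thus be a missing call, which was not tested. A response to cold cannot be told apart from these explanations in 3 against 3 libraries.

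Of 12 isoforms with counts in all 3 replicates of 1 callus group and none of the other, 6 (50%) had counts in the other group under another isoform of the same sequence or hairpin. These were 3 of 3 high-confidence, 0 of 3 low-confidence and 3 of 6 mol-miR-n isoforms. Low-confidence isoforms have no precursor and could match by sequence only. This leaves open whether listing accounts for the pattern as a whole.

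The same mature sequence could also be counted differently in the 2 lists. Of 26 sequences listed as both low-confidence and miRDeep2 isoforms, 3 had counts in both lists in the same library, in 11 cases. The miRDeep2 count was higher in all 11, with a median ratio of 9.6. A candidate explanation is that the lists were counted by different rules, which also affects the highest count per sequence used here. The counts of the sequences of mol-miR319_1, mol-miR156a_2 and mol-miR408_4 come from both lists across the libraries compared.

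Low-confidence mol-miR156a_2 had no callus counts, while other isoforms of its sequence had a mean of 524 in NTC. The listing may thus account for its absence from callus.

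The share of mol-miR-n isoforms with GGTGGACTGCTCGAGCTGC ranged over 97.3 percentage points among the leaf replicates. Each NTC library (10.3% to 79.2%) lay above each TC library (0% to 2.75%), so a difference between conditions is left open. Counting each sequence once still gave 78.4% in leaf replicate 1. Replicate 3 had the lowest share in 1 of 3 conditions, which tests a shift in that direction only. For a library batch that shifts the share in either direction, replicate 3 was set apart from the other two in 2 of 3 conditions, leaf and TC. The correlation of log2 counts over all sequences was also lower with replicate 3 in each condition, for example 0.873 between leaf replicates 1 and 2 against 0.595 and 0.642. Over known sequences it was lower with replicate 3 in TC and leaf only. In NTC, replicates 1 and 3 correlated at 0.97, against 0.89 for replicates 1 and 2. The library batch is not ruled out. Whether the sequence was absent from leaf replicate 3 or not called there was not tested, and the difference remains unexplained.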
